# Transcriptomic and Network Analyses Reveal Immune Modulation by Endocannabinoids in Approach/Avoidance Traits

**DOI:** 10.3390/ijms23052538

**Published:** 2022-02-25

**Authors:** Andrea Termine, Carlo Fabrizio, Juliette Gimenez, Anna Panuccio, Francesca Balsamo, Noemi Passarello, Silvia Caioli, Luana Saba, Marco De Bardi, Francesco Della Valle, Valerio Orlando, Laura Petrosini, Daniela Laricchiuta

**Keywords:** transcriptomics, RNA-Seq, network analysis, endocannabinoids, endocannabinoid system, immune system

## Abstract

Approach and avoidance (A/A) tendencies are stable behavioral traits in responding to rewarding and fearful stimuli. They represent the superordinate division of emotion, and individual differences in such traits are associated with disease susceptibility. The neural circuitry underlying A/A traits is retained to be the cortico-limbic pathway including the amygdala, the central hub for the emotional processing. Furthermore, A/A-specific individual differences are associated with the activity of the endocannabinoid system (ECS) and especially of CB1 receptors whose density and functionality in amygdala differ according to A/A traits. ECS markedly interacts with the immune system (IS). However, how the interplay between ECS and IS is associated with A/A individual differences is still ill-defined. To fill this gap, here we analyzed the interaction between the gene expression of ECS and immune system (IS) in relation to individual differences. To unveil the deep architecture of ECS-IS interaction, we performed cell-specific transcriptomics analysis. Differential gene expression profiling, functional enrichment, and protein–protein interaction network analyses were performed in amygdala pyramidal neurons of mice showing different A/A behavioral tendencies. Several altered pro-inflammatory pathways were identified as associated with individual differences in A/A traits, indicating the chronic activation of the adaptive immune response sustained by the interplay between endocannabinoids and the IS. Furthermore, results showed that the interaction between the two systems modulates synaptic plasticity and neuronal metabolism in individual difference-specific manner. Deepening our knowledge about ECS/IS interaction may provide useful targets for treatment and prevention of psychopathology associated with A/A traits.

## 1. Introduction

Responding to rewarding and fearful stimuli is characterized by individual differences ranging from approach to avoidance (A/A) tendencies, behavioral traits relatively stable over time and across conditions that require balancing potential risks against rewards in uncertain environments [1,2]. In murine experimental models, when choosing between emotional conflicting drives is needed, three categories of mice can be identified (balancing (BA), avoiding (AV), and approaching (AP)) according to their A/A behavioral tendency [3,4,5,6]. At a functional level, the A/A behaviors toward novel, rewarding, and dangerous stimuli require the perception of, interaction with, and recognition of the somatosensory stimuli, as well as motivational and attentional drive, emotional response, formation of memories [7]. The A/A behaviors are influenced by multiple factors like strain, sex, age and, at structural level, they are regulated by the interaction among environmental, genetic/epigenetic, and neuronal modulation determiners [8,9,10,11,12]. The neural circuitry of the A/A behaviors has often been attributed to cortico-limbic pathways including the prefrontal cortex, amygdala, hypothalamus, and periaqueductal gray matter [13]. Both in humans and animals, among neuromodulatory factors the endocannabinoid system (ECS) plays a noticeable role in regulating the A/A behaviors [4,14,15,16,17]. The ECS is a neuromodulatory system, which acts as a retrograde feedback mechanism at both excitatory and inhibitory synapses, primarily responsible for maintaining homeostasis, balance in internal environment (temperature, mood, and immune system), and energy input and output in biological systems [18,19]. It comprises classical (Cannabinoid receptor type 1 and 2; CB1, CB2) and non-classical (transient receptor potential cation channel subfamily V member 1 and 2; TRPV1 and TRPV2) receptors, their endogenous ligands (endocannabinoids (EC): anandamide (AEA), 2-arachidonoylglycerol (2-AG), 2-arachidonyl glyceryl ether (2-AGE), N-arachidonoyl dopamine (NADA), palmitoylethanolamide (PEA)), and enzymes involved in endocannabinoid metabolism (fatty acid amide hydrolase (FAAH), N-acyl phosphatidylethanolamine phospholipase D (NAPEPLD), palmitoylethanolamide-preferring acid amidase (PAA)) [20]. While CB2 receptors are primarily expressed in the cells of the immune system, CB1 receptors are densely present in the brain areas responsible for learning and memory, movement, hormone regulation, body temperature, sensory perception, reward, emotions, and individual differences traits [21].

Critically for the present study, the three aforementioned categories of AV, BA, and AP mice differ in CB1 receptor expression in amygdala, central limbic hub for the emotional processing. Noticeably, AV and AP mice display a higher CB1 receptor density and functionality in comparison to BA mice [3]. Within the amygdala, CB1 receptors are abundant and presynaptically present only on GABAergic interneurons, which inhibit glutamatergic pyramidal neurons [22]. Thus, CB1 receptors on GABAergic interneurons mediate retrograde signaling and depolarization-induced suppression of inhibition. In other words, in amygdala the CB1 receptor activation efficiently inhibits GABA release, controlling the efficacy of its own synaptic input in an activity-dependent manner and potentiating the disinhibition of amygdala pyramidal neurons [22]. In turn, the increased excitatory activity of amygdala pyramidal neurons could increase the output to the other cortico-limbic structures influencing the processing of emotional stimuli and attributing major salience to them, regardless of if they are pleasant or aversive. Thus, the described CB1-mediated amygdaloid mechanism sustains the A/A responses. In fact, the link between ECS and A/A traits has been confirmed by human studies in which variants in ECS genes have been associated with several A/A personality traits, including neuroticism and agreeableness [23]. Accordingly, CB1 signaling-A/A traits relation has been also suggested by the ECS involvement in social play of adolescent rodents, a highly rewarding behavior with clear sex-differences [24]. In juvenile rodents, an increased EC tone increases approaching behavior toward playing with a conspecific, while a block of CB1 receptors reduces it, with a sex-specific pattern related to a reduced density of astrocytes specifically in the amygdala [25]. Taken as a whole, these findings emphasize the association of ECS activity, and especially CB1 receptors, with individual differences in A/A traits, and demonstrate regional and circuit-specific effects of EC signaling on emotional processes.

Furthermore, it has been shown that individual differences, such as behavioral phenotypes or human personalities, are associated with disease susceptibility through immune regulation, even if the mechanisms do not converge on a clear pattern [26,27,28]. It has been reported that human individuals characterized by avoiding traits are prone to developing conditions that are broadly considered to reflect a T-helper 2 cell immune polarization [29,30,31], and to show elevated basal glucocorticoid production [32,33], associated with health and immune negative outcomes [34,35,36,37]. Accordingly, rodents characterized by avoiding traits, defined as having consistently slower-than-median approaching latencies in two novel conditions, have low-grade elevation in glucocorticoid production which is associated with shortened life span [9,10,38]. Furthermore, Michael et al. (2020) suggested that avoiding traits are associated with a glucocorticoid resistant state with poorly regulated innate inflammation and dampened cell-mediated immune responses, probably associated with exaggerated T-helper 2 responses [39]. 

Remarkably, ECS signaling contributes to maintaining the immune homeostasis, limiting the spontaneous activation of immune cell function [40,41,42,43,44]. Multiple studies have linked ECS activation with inflammatory processes, by mediating mature immune cell trafficking, fostering cytokine production, leukocyte function, and dendritic cell recruitment during the immune response [45,46].

To date, information on the relationship among A/A traits, ECS, and immune function is lacking. To fill this gap, in the present study the interaction between the gene expression of ECS and immune system (IS) was analyzed in relation to individual differences. To unveil the deep architecture of ECS-IS interaction, we used a cutting-edge tool: we performed cell-specific high-throughput stranded RNA-sequencing of amygdala pyramidal neuron from AV, BA, and AP mice and applied deep transcriptomic analyses consisting in differential gene expression profiling, functional enrichment, and protein–protein interaction network analyses. Results showed that interplay between the two systems is able to modulate synaptic plasticity and neuronal metabolism in an individual-difference-specific manner.

## 2. Results

### 2.1. Altered Immune System Activity in the Pyramidal Neurons of Mice Characterized by A/A Traits

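Fluorescent pyramidal neurons were sorted from the amygdala of single Thy1-YFP mice, and the RNA of each mouse was sequenced as 1 library. The mice were of 3 phenotypes, named balancing (BA), avoiding (AV) and approaching (AP), with 3 mice each. The authors deposited 1 normalized expression value per gene and mouse in a pair of tables, 1 for BA and AV mice and 1 for BA and AP mice. The values are a normalized signal, not read counts: they were made by TMM normalization, which scales the libraries to each other, and by a filter on low counts. The paper also names ARSyN, a correction that removes unwanted variation between samples. Low values of the BA vs AV table do not fall on steps. In the BA vs AP table the lowest value of every mouse is 2, and most low values lie whole steps above it, so a gene without reads is listed at 2. The values of a mouse sum to between 3267967 and 3974274 in the BA vs AV table and to between 4589304 and 5072766 in the BA vs AP table. Read from the steps, between 3816848 and 6719780 reads per mouse stand behind the BA vs AP table. The depth behind the BA vs AV table is unknown. The authors removed 1 AV mouse as an outlier, replicate 2, which was not used here, so that comparison sets 2 AV mice against 3 BA mice, and the other sets 3 AP mice against the same 3 BA mice.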

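Each comparison was tested with limma on log2(value + 1) over all listed genes, 9872 for BA vs AV and 11820 for BA vs AP, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. A positive log2 fold change means higher expression in AV or AP mice than in BA mice. Between BA and AV mice, 2934 genes were called, 1338 higher and 1596 lower in AV mice. Among the thresholds and filters tried, a prob above 0.99 in place of 0.95, an adjusted p under 0.01, moved this count most and left 1151 genes. Here prob stands for 1 minus the limma adjusted p, not for the probability the study used. Without BA replicate 1, 2 or 3, the count was 1593, 1521 and 1781. Among called genes with a mean value of at least 100 in 1 of the groups, Ddn, Camk2a, Fam81a and Dok6 were among the largest increases, with log2 fold changes of 5.11, 5.04, 4.41 and 4.26, and of 4.20, 4.62, 4.17 and 3.60 without AV replicate 3. Camk2a (ENSMUSG00000024617.16, chromosome 18 of GRCm38 from 60925618 to 60988152) had a value of 67.0 ± 11.0 (SD, n = 3) in BA mice and 2311 ± 926 (SD, n = 2) in AV mice. The largest decreases were those of Zc3h11a, Sec14l5, Rffl, Nfe2l3 and Gm21244. Zc3h11a was at or under the level of 3 reads in both AV mice, taken as 5.68 from the steps of the other table, which makes it at least 54.7-fold lower. That value belongs to 1 of 2 overlapping gene models named Zc3h11a, and the other model had a log2 fold change of 0.34, so the assignment of reads between them is uncertain. The other 4 genes had log2 fold changes of -4.58, -4.16, -4.16 and -4.11, sizes that rest on AV replicate 1, without which they were -3.05, -2.38, -2.57 and -2.54. Rffl was not called without BA replicate 1, 2 or 3, nor Gm21244 without BA replicate 2, with limma adjusted p of up to 0.0650 and 0.0517. Exons of Rffl overlap those of Lig3 on the opposite strand.

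Between BA and AP mice 1 gene was called, Lenep, named here after its values were seen. It was listed between 17.8 and 22.6 in BA mice and at 2 in every AP mouse, at least 3.44-fold lower against the level of 3 reads, with an adjusted p of 0.00818 from limma. An exon of Lenep shares 1309 bases with one of Flad1 on the same strand, so reads can be shared with Flad1, and the value of Lenep is uncertain. The call was lost without each BA mouse and without AP replicate 2. Without adjustment, 918 genes had an unadjusted p under 0.05. Without AP replicate 1 the number of calls was 15, and it was 0 or 1 without any other mouse. Groups did not overlap for 12.1% of genes in BA vs AP, where chance gives 10%, and for 58.9% in BA vs AV, where 2 mice against 3 give 20% by chance. The 20% holds for mice not chosen by their expression. The authors removed the AV outlier after a principal component analysis of expression, so chance can give more than 20%. The count of calls between BA and AV mice has the same limit.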

In Thy-1 YFP pyramidal neurons of amygdala, differential expression analysis identified 5480 significant DEGs in the comparison between BA and AV mice (2630 up-regulated; 2850 down-regulated), and 886 significant DEGs between BA and AP mice (531 up-regulated; 355 down-regulated).

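Neither table lists Tnf, Il2, Il12a or Il12b, so these cytokine genes were not tested. The BA vs AV table lists 2 of 17 genes for cytokines and their receptors, neither of them called or with an unadjusted p under 0.05.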

In the comparison between BA and AV mice, several DEGs belonging to the pro-inflammatory cytokines including tumor necrosis factor α (TNFα), interleukin-2 (IL-2), and interleukin-12 (IL-12), were identified (Supplementary Table S1). Indeed, the expression of genes involved in the production and regulation of cytokines significantly differed between BA and AV mice, since DEGs significantly enriched IL-2 and IL-12 production pathways (GO:0032623; p._adjusted_ = 0.03; GO:0032615; p._adjusted_ = 0.03), as well as the T-cell receptor signaling pathway (KEGG:mmu04660; p._adjusted_ = 0.03), and the inflammatory mediator regulation of TRP channels pathway (KEGG:mmu04750, p._adjusted_ = 0.007) (Supplementary Table S1). Such an alteration of immune response between phenotypes involved DEGs belonging to the chemokine (KEGG:mmu04062; p._adjusted_ < 0.001) and RAS signaling (KEGG:mmu04014, p._adjusted_ < 0.001) pathways, resulting in differential modulation of the B-cell receptor signaling (p._adjusted_ < 0.001) pathway (Figure 1). 

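The IL-2 and IL-12 genes of Supplementary Table S1 number 34 in the BA vs AV table, 20 of IL-2 production and 14 of IL-12 production. Of these, 22 were called over all genes, 11 higher and 11 lower in AV mice. Adjusted over the list alone, 26 passed, but the study chose the list on these mice, so neither that count nor the percentile and set tests below are independent evidence. The median log2 fold change was 0.36, at percentile 99.2 of 10000 random lists matched on mean expression, the middle 95% of which lay between -0.42 and 0.29. It fell to 0.11 without AV replicate 3. The 2 parts moved apart, with a median of 0.86 for IL-12 production and -0.56 for IL-2 production, the second within the middle 95% of random lists. Without AV replicate 3 the IL-12 median was 0.43, and without AV replicate 1 the IL-2 median was -0.38. The camera test of limma did not call the joint list, with an adjusted p of 0.725, or either part, with 0.281 for IL-12 and 0.705 for IL-2, and fry did not call the parts either (0.106 and 0.485). Nav3 rose most, with a log2 fold change of 2.82 (standard error 0.31, limma adjusted p = 0.00319), and Irak3 fell most, with one of -2.51 (standard error 0.38, limma adjusted p = 0.00527). Mdk, with 1.53, had the largest increase in the IL-12 part. It was listed at 30.9 and 89.7 in the 2 AV mice, had 0.77 without AV replicate 3 and was not called without BA replicate 1, 2 or 3. Il1rap, with -2.27, had the largest decrease in the IL-2 part, and -1.60 without AV replicate 1.

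The list for the inflammatory mediator regulation of TRP channels holds 42 listed genes, 12 of which are also in the study's list for retrograde endocannabinoid signaling. Over all genes 26 were called, 18 higher and 8 lower, and adjusted over the list alone 35 passed, again on a list the study chose from these mice, which limits the percentile and the set tests below in the same way. Their median log2 fold change was 0.80, at percentile 100. It was called by camera (adjusted p of 0.0404 from limma) and by fry, and not with an estimated correlation between genes. Camk2a is the gene of this list with the largest increase. Ppp1ccb had the largest decrease, with a log2 fold change of -2.95 and an adjusted p of 0.0178 from limma, which was no longer under 0.05 without BA replicate 1 or 2. Its log2 fold change was -1.77 without AV replicate 1. Ppp1ccb is annotated as a transcribed processed pseudogene, and reads can be shared with Ppp1cc.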

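The map of B-cell receptor signaling in Figure 1 gives 38 genes that the BA vs AV table lists. Of these, 21 were higher and 17 lower in AV mice, and 14 were called, 9 higher and 5 lower. Adjusted over the list alone, 18 passed. The median log2 fold change was 0.26, at percentile 98.3 of the random lists. The list was called by fry, with an adjusted p of 0.00956 from limma, and not by camera (0.273). The median rests on AV replicate 3, since without that mouse it was 0.0031. Against random lists not matched on expression the percentile was 95.4. Of the 38 genes, 1 belongs to the nodes next to the receptor, and 37 to intracellular nodes that other pathways share. Prkcb had the largest increase (ENSMUSG00000052889.11, chromosome 7 of GRCm38 from 122288751 to 122634402), from 254 ± 50.6 (SD, n = 3) in BA mice to 1079 ± 14.6 (SD, n = 2) in AV mice, a log2 fold change of 2.10. Rasgrp3 had the largest decrease, from 638 ± 43.3 (SD, n = 3) to 133 ± 56.1 (SD, n = 2), a log2 fold change of -2.32.

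Of the chemokine ligands and receptors, 7 genes were listed, and 5 of them were lower in AV mice. Over all genes 5 were called, 2 higher and 3 lower, and 6 passed when adjusted over the list alone. Their median log2 fold change was -0.72, at percentile 4.80, within the middle 95% of random lists. Cxcl14 had the largest increase, 1.60, and Xcr1 the largest decrease, -1.36.

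**Figure D1:**
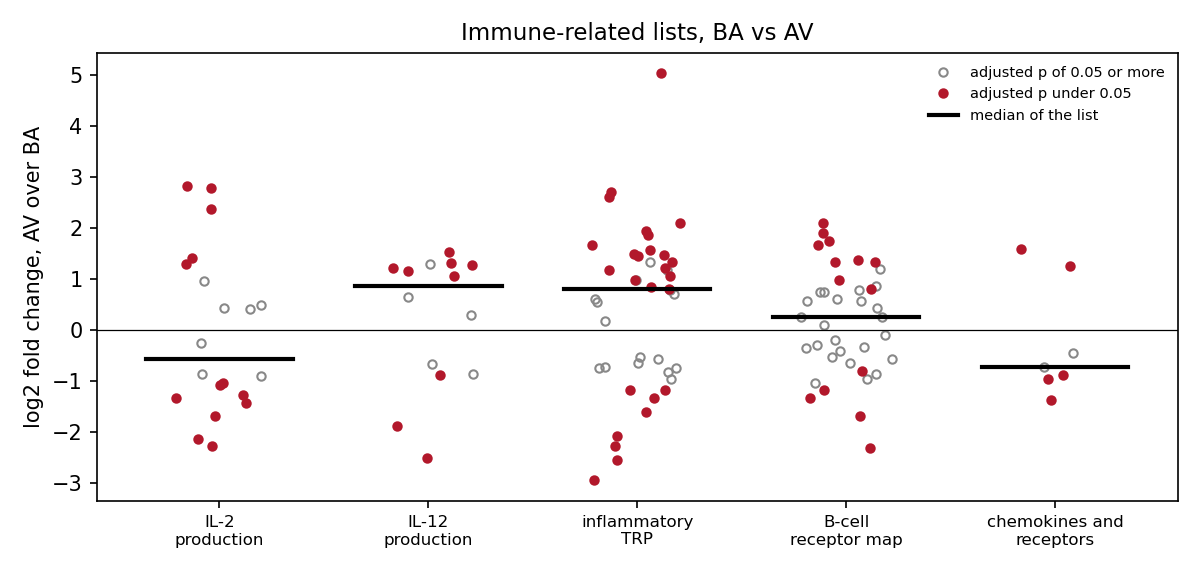
Log2 fold change of AV over BA mice for each listed gene of 5 lists. Filled points are genes called by limma, open points the others, and black lines the medians, which lie at -0.56 for IL-2 production, 0.86 for IL-12 production, 0.80 for the TRP list, 0.26 for the B-cell receptor map and -0.72 for chemokines and their receptors.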

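The BA vs AP table lists 53 genes of the map for B-cell receptor signaling (Figure 1). In AP mice 33 of them were higher and 20 lower than in BA mice. None was called over all genes, 10 had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. The median log2 fold change was 0.14, at percentile 99.99 of random lists matched on expression, the middle 95% of which lay between -0.14 and 0.049. By mouse, the median difference from the BA mean was 0.082, 0.14 and 0.20 in AP mice and between -0.042 and -0.0082 in BA mice. Without AP replicate 3 the list's median was 0.094. Groups did not overlap for 10 of the 53 genes, 7 higher and 3 lower, where chance gives 10%. The camera test of limma, with its preset correlation between genes, gave an adjusted p of 0.0019 over 38 lists, and fry, which makes no such assumption, one of 0.148. None of the BA vs AP lists passed an adjusted p of 0.05 under fry or with the correlation estimated from the data.

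The 6 map genes next to the receptor had a median of 0.70. Lyn had the largest increase, from 90.4 ± 53.2 (SD, n = 3) in BA mice to 254 ± 53.5 (SD, n = 3) in AP mice, a log2 fold change of 1.61 with a standard error of 0.39 and an adjusted p of 0.349 from limma. Btk fell most, by 0.73 on the log2 scale. Plcg2, among the shared intracellular nodes, had a log2 fold change of 1.56.

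Chemokine ligands and receptors gave 15 listed genes, 12 of them higher in AP mice, and their median was 0.85, at percentile 100. None was called, 5 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone. Ccl4 had the largest increase, from 20.9 ± 13.0 (SD, n = 3) to 100.2 ± 39.6 (SD, n = 3), a log2 fold change of 2.38 with an adjusted p of 0.348 from limma. Cxcr2 had the largest decrease, -0.42.

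**Figure D2:**
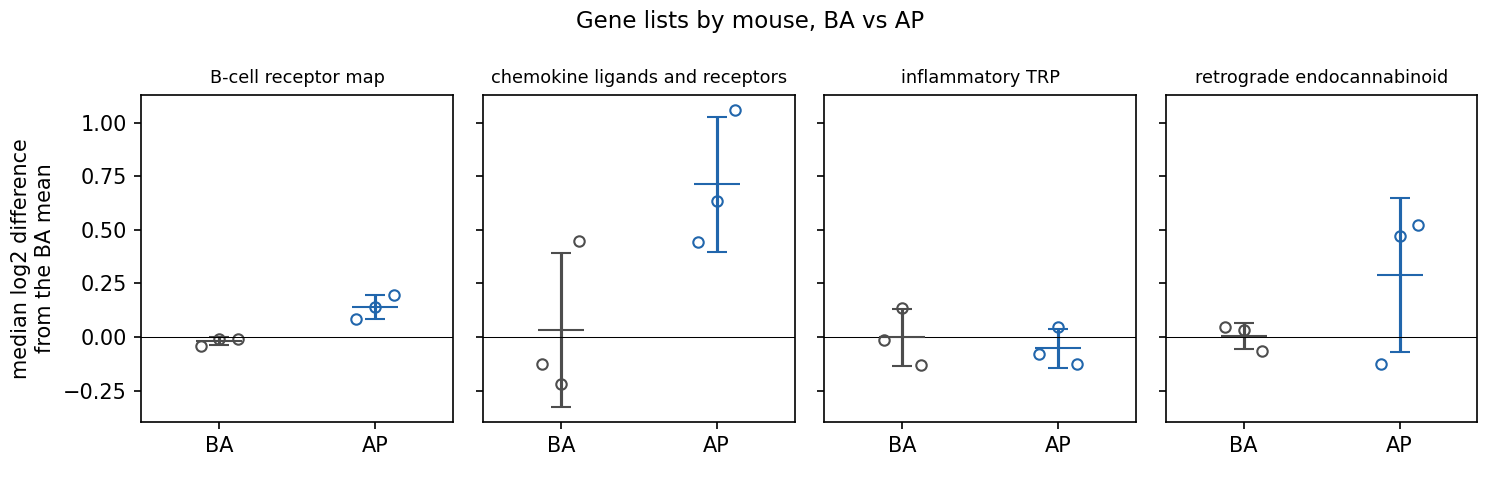
Median log2 difference from the BA mean over the genes of 4 lists, 1 point per mouse, with the mean and SD of each group of 3 mice. The AP mice lie between 0.082 and 0.20 for the B-cell receptor map, above all BA mice, and between -0.13 and 0.046 for the TRP list, within the range of the BA mice.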

In the comparison between BA and AP mice, the AP mice showed a clear inflammatory pattern with the differentially expressed B-cell receptor (KEGG: mmu04662; p._adjusted_ < 0.01) and the chemokine signaling (KEGG:mmu04062; p._adjusted_ < 0.01) pathways.

Therefore, we identified an alteration in the expression of immune-related genes in the amygdala pyramidal neurons of mice characterized by A/A traits, in comparison to BA mice.

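The 2 comparisons share the BA mice, so their changes are related even where nothing differs. Of 9417 genes listed in both tables, 0 were called between BA and AP mice, so 0 were called in both. An unadjusted p under 0.05 in both was found for 355 genes, of which 336, or 94.6%, changed in the same direction. Simulated unchanged groups gave between 96.8% and 100% for such genes, so sharing the BA mice is enough for this share. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated with r = 0.560. Unchanged groups simulated against the same BA mice gave a median r of 0.422, between 0.400 and 0.444 in 100 simulations. The direction was the same for 70.3% of genes, against a median of 64.7% in the simulations. The simulations drew each gene independently, so their ranges are too narrow where genes vary together. By mouse, the correlation of the difference from the BA mean with the change in AV mice was 0.0301 for AP replicate 1, 0.595 for AP replicate 2 and 0.487 for AP replicate 3. From the pathways found in each comparison, the paper concludes that the expression of immune-related genes is altered in the amygdala neurons of both phenotypes.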

### 2.2. Altered ECS Activity in the Pyramidal Neurons of Mice Characterized by A/A Traits

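Of the genes that Supplementary Table S1 gives for retrograde endocannabinoid signaling, 67 are listed in the BA vs AV table. In AV mice 58 of these were higher and 9 lower than in BA mice, and 40 were called, 38 higher and 2 lower. Adjusted over the list alone, 50 passed. The study chose the list as genes that differ in these same mice, so neither the counts nor the tests of the list against other genes are independent evidence. Their median was 1.06 on the log2 scale, at percentile 100 of 10000 random lists, the middle 95% of which lay between -0.25 and 0.22. Left out in turn, the 5 mice gave medians between 0.95 and 1.14. The camera test of limma gave an adjusted p of 6.22e-11 over 33 lists and fry one of 0.00174, and with the estimated correlation the adjusted p was 0.102. The choice of the genes bears on these values and on the percentile to a degree not tested over the whole list. Complex I of the respiratory chain supplies 23 of the genes, all higher in AV mice, with a median of 1.01 and 14 called, while the 11 listed complex I genes outside the list had a median of 0.19 and 0 called. The 44 other genes of the list had a median of 1.09, with 35 higher, 9 lower and 26 called. Gng2 had the largest increase (ENSMUSG00000043004.13, chromosome 14 of GRCm38 from 19872559 to 19977627), from 25.3 ± 7.29 (SD, n = 3) in BA mice to 279.7 ± 62.4 (SD, n = 2) in AV mice, a log2 fold change of 3.43. Gng11 had the largest decrease, from 147 ± 13.1 (SD, n = 3) to 52.2 ± 1.45 (SD, n = 2), a log2 fold change of -1.48. The random lists were matched on expression and not on cell type, here and for the other lists. In the same AV mice a list of 11 neuron genes had a median of 2.24, with all of them higher. The percentile of the endocannabinoid list therefore does not show a rise particular to endocannabinoid genes.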

In Thy-1 YFP pyramidal neurons of amygdala from AV mice, 68 DEGs belonging to the retrograde ECS signaling pathway (KEGG:mmu04723; p._adjusted_ < 0.001) were identified in comparison to BA mice (Figure 2). 

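Faah codes for the hydrolase that degrades anandamide and Napepld for a phospholipase that makes it, Dagla and Daglb code for the lipases that make 2-arachidonoylglycerol, and Mgll for the lipase that degrades it. Faah (ENSMUSG00000034171.13, chromosome 4 of GRCm38 from 115967145 to 116017926) had a value of 128 ± 13.3 (SD, n = 3) in BA mice and 79.1 ± 24.4 (SD, n = 2) in AV mice. Its log2 fold change was -0.71 (standard error 0.27, limma adjusted p = 0.0855), and both AV mice lay under all BA mice. With only AV replicate 3 it was -1.03, and with only AV replicate 1 it was -0.40. Napepld (ENSMUSG00000044968.16, chromosome 5 from 21662901 to 21701396) was listed at 118 ± 29.0 (SD, n = 3) and 74.9 ± 23.6 (SD, n = 2), a log2 fold change of -0.66 (standard error 0.31, limma adjusted p = 0.153). With only AV replicate 3 it was -0.98, and with only AV replicate 1 it was -0.33. Neither gene was called at 0.05.

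Dagla (ENSMUSG00000035735.10, chromosome 19 from 10245265 to 10304877) rose from 54.4 ± 16.4 (SD, n = 3) to 217 ± 21.5 (SD, n = 2), a log2 fold change of 2.02 (standard error 0.30, limma adjusted p = 0.00531), and was called. Daglb (ENSMUSG00000039206.13, chromosome 5 from 143464584 to 143505942) was at 145 ± 33.5 (SD, n = 3) and 200.4 ± 26.5 (SD, n = 2), a log2 fold change of 0.48 (standard error 0.27, limma adjusted p = 0.215), and was not called. An exon of Daglb overlaps one of Rac1 on the opposite strand. Mgll was at 158 ± 12.2 (SD, n = 3) in BA mice and 490.0 ± 141 (SD, n = 2) in AV mice, with a log2 fold change of 1.60 (standard error 0.26, limma adjusted p = 0.00633).

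**Figure D3:**
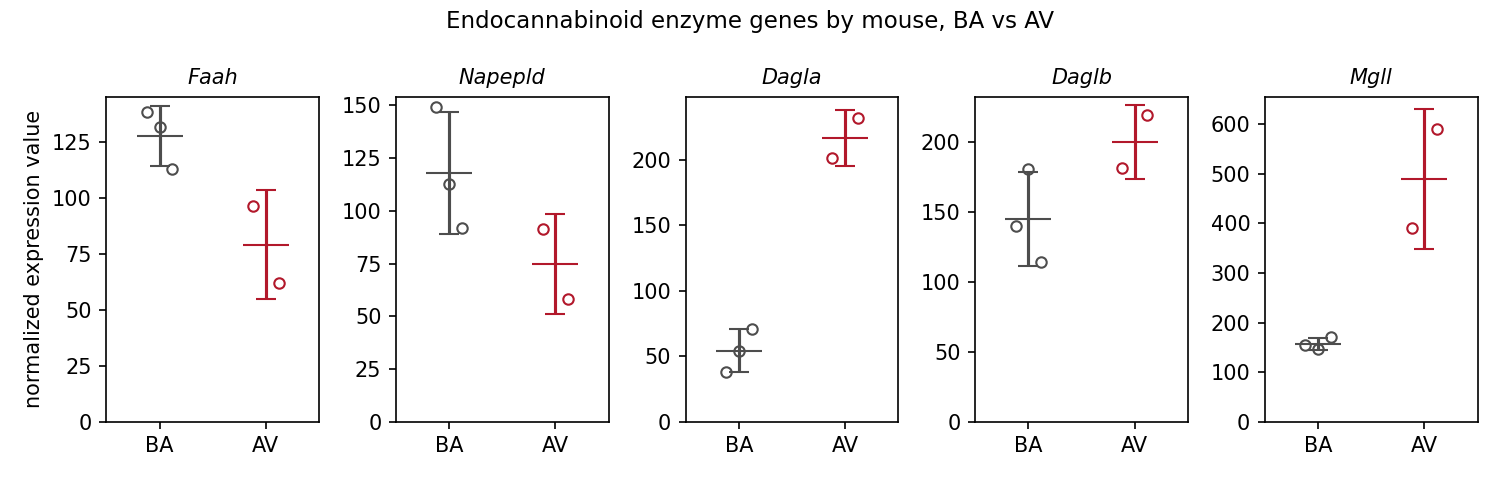
Normalized expression value of 5 endocannabinoid enzyme genes, 1 point per mouse, with the mean and SD of 3 BA and 2 AV mice. For Dagla and Mgll the AV mice lie far above the BA mice, at means of 217 and 490.0, and for Faah and Napepld below them, at means of 79.1 and 74.9.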

Notably, *FAAH* and *NAPEPLD* genes were significantly down-regulated and the *DAAG* genes were over-expressed in AV mice when compared to BA mice (Figure 3).

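In the BA vs AP table, 65 of the retrograde endocannabinoid genes of Supplementary Table S1 are listed. None was called, 10 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The median log2 fold change was 0.25, with 49 genes higher and 16 lower in AP mice, at percentile 100 of random lists matched on expression. The study chose these genes by their change in AV mice, against the same BA mice. Random lists matched on the change in AV mice had a median of 0.23 in AP mice, which puts the list at percentile 63.5. Faah had a log2 fold change of -0.62 in AP mice, with an adjusted p of 0.638 from limma. For Dagla it was 0.64, for Daglb 0.56, for Mgll 0.22 and for Napepld 0.099. The sign for Mgll was negative without AP replicate 2, at -0.14, and that for Napepld without BA replicate 3, at -0.045. Cnr1, the gene of CB1, was listed at 8.82, 41.7 and 156 in the 3 AP mice and between 10.6 and 20.4 in BA mice, a log2 fold change of 1.46 with an adjusted p of 0.708 from limma that rests on AP replicate 3. Cnr2, the gene of CB2, is not listed in the table. Trpv2 had a log2 fold change of -0.12 and Ppara one of 0.018, and the sign of each depended on which mice were included.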

In Thy-1 YFP pyramidal neurons of amygdala from AP mice compared to BA mice, the obtained DEGs did not enrich any classical ECS pathway, as CB1 and CB2. However, we found that inflammatory mediator regulation of TRP channels was significantly altered (KEGG:mmu04750; p._adjusted_ < 0.05). 

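The BA vs AP table lists 41 genes of the study's list for TRP channel regulation, which the study chose by their change in AV mice. In AP mice 21 of them were higher and 20 lower. None was called, 7 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. Over the list, the median change was 0.047, at percentile 93.7, within the middle 95% of random lists. Its sign turned without BA replicate 1 (-0.059), without BA replicate 2 (-0.022) and without AP replicate 2 (-0.061). Camk2a had the largest increase, with a log2 fold change of 2.55 and an adjusted p of 0.545 from limma. Its value was 77.0 in AP replicate 1, 843 in AP replicate 2 and 1401 in AP replicate 3, against 64.9 to 98.3 in BA mice. Asic3 had the largest decrease, with a log2 fold change of -1.77, from 19.3 ± 2.35 (SD, n = 3) to 5.55 ± 3.09 (SD, n = 3). The paper's result for AP mice is an enrichment of genes called in AP mice over the whole pathway. That enrichment was not retested here, and the median of this list does not bear on it directly.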

### 2.3. The Immune and ECS Interplay in the Pyramidal Neurons of Mice Characterized by the Avoiding Trait

Having identified significant alterations of both immune- and ECS-related genes in the comparison between AV and BA mice, we further investigated if these systems were interconnected. Thus, a PPI network was used to investigate the interplay between DEGs of ECS and IS, obtaining a significant PPI score (*p* < 0.0001).

Based on the network analysis, we identified four communities of functionally connected genes, demonstrating the interaction between DEGs of ECS and pro-inflammatory IL-2 and IL-12 production pathways in communities 1 and 2 (Figure 4).

In particular, community 1 enriched the glutamatergic synapse pathway and included all DEGs of IL-2 and IL-12 production systems (*p* < 0.00001) and of ECS with MAPK1, MAPK3, and MAPK10, representing the connection hubs between the IS and ECS components (Community 3: anandamide metabolism; *p* < 0.0001) in the glutamatergic and GABAergic transmission (Community 4: GABA receptor complex; *p* < 0.0001) (Figure 3). Furthermore, community 2 enriched the mitochondrial respiratory chain complex I (KEGG:mmu00190; *p* < 0.0001). Specifically, community 2 showed a dense overexpression pattern of cytochrome c oxidase DEGs that regulate the inflammation in association with several genes coding for NADH subunits (Figure 5).

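The network itself was not analysed here. Of the genes named as hubs, Mapk10 (chromosome 5 of GRCm38 from 102907948 to 103211334) rose from 129 ± 24.8 (SD, n = 3) in BA mice to 378 ± 33.0 (SD, n = 2) in AV mice, a log2 fold change of 1.56 (standard error 0.25, limma adjusted p = 0.00648). Mapk3 was at 501 ± 42.2 (SD, n = 3) and 749.7 ± 90.0 (SD, n = 2), a log2 fold change of 0.58 (standard error 0.22, limma adjusted p = 0.0897). Every AV mouse lay above every BA mouse for Mapk10 and Mapk3, but Mapk3 was not called at 0.05. The adjusted p of Mapk10 from limma ranged up to 0.0541 over the alternatives, so its call was not kept under all of them. With the variance prior following mean expression, a setting chosen after seeing the data, Mapk3 was called, with an adjusted p of 0.029 from limma, and over the alternatives this ranged up to 0.305. In AP mice the log2 fold changes were 0.15 for Mapk3 and 0.45 for Mapk10, neither of them called, and that of Mapk3 was -0.0098 without AP replicate 2.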

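Genes of the respiratory chain were collected by their symbols, whether or not the study called them. Complex I, the NADH dehydrogenase, gave 34 listed genes, of which 32 were higher and 2 lower in AV mice and 14 were called, all of them higher, while 19 passed when adjusted over the list alone. Their median log2 fold change was 0.73, at percentile 100 of random lists, and between 0.68 and 0.83 with each mouse left out in turn. The study's endocannabinoid list, chosen on these mice, holds 23 of the 34 and all 14 of the called ones, with a median of 1.01. The 11 others had a median of 0.19, at percentile 66.4, within the middle 95% of random lists, and 0 of them were called. Because the study's choice sorts genes by their change in these mice, this split does not bear on the 34 as a whole. Complex IV, the cytochrome c oxidase, gave 17 listed genes, 15 higher and 2 lower, with 9 called and all of those higher. Adjusted over the list alone, 9 passed. Its median was 1.26, at percentile 100, and between 1.09 and 1.41 with each mouse left out. Both lists were called by fry, with adjusted p of 0.00198 and 0.0121 from limma, and neither with an estimated correlation between genes. Among complex IV genes mt-Co3 had the largest increase, from 11559 ± 4186 (SD, n = 3) to 62731 ± 11634 (SD, n = 2), a log2 fold change of 2.49, and Cox14 the largest decrease, -0.59. Among complex I genes mt-Nd6 had the largest increase, 2.12. The 7 listed genes of complex III had a median of 0.86 and the 16 of complex V one of 1.08, with 5 and 10 called.

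In AP mice no gene of complex I or IV was called, and 7 and 2 had an unadjusted p under 0.05. The median log2 fold change was 0.25 over 39 listed genes of complex I and 0.43 over 20 of complex IV. For the 16 genes of complex I outside the endocannabinoid list it was -0.027. The scores of the AP and BA mice overlapped for both.

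**Figure D4:**
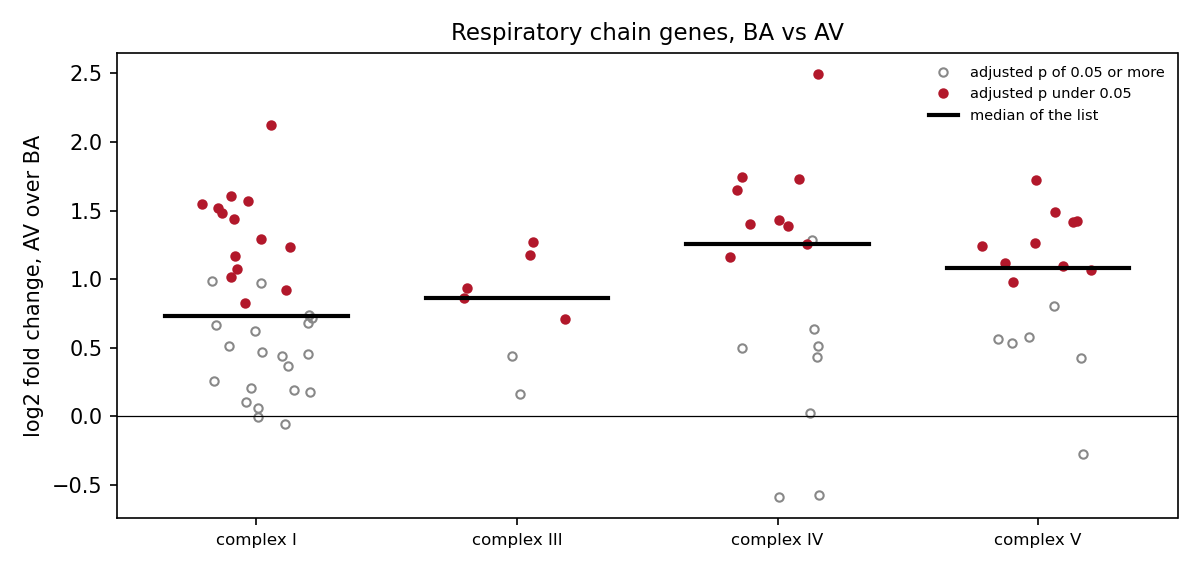
Log2 fold change of AV over BA mice for the listed genes of 4 respiratory chain complexes. Filled points are genes called by limma, open points the others, and black lines the medians, at 0.73, 0.86, 1.26 and 1.08.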

In the comparison between BA and AV phenotypes, the neurotransmission and synaptic plasticity were the most altered functions. In fact, another network analysis on GO terms in the Biological Process component of Gene Ontology showed three functional modules linking together neurotransmission regulation (GO:0099177, regulation of trans-synaptic signaling; *p* < 0.0001), electrophysiological activity (GO:0043269, regulation of ion transport; *p* < 0.0001), and neuronal plasticity (GO:0048858, cell projection morphogenesis; *p* < 0.0001). These three modules converge on the synapse organization (GO:0050808; *p* < 0.0001) and regulation of membrane potential (GO:0042391; *p* < 0.0001) pathways, resulting thus in a modulation of behavior (GO:0007610; *p* < 0.0001) (Figure 6).

## 3. Discussion

Individual differences in A/A traits originate from differences in predisposition toward rewarding or punitive stimuli, respectively. While most studies addressed the differences in the conflict paradigms by manipulating the amygdala-frontal network [4,5,7,47,48,49,50,51,52], in the present study we faced the A/A traits investigating the molecular differences. Interestingly, the spontaneous individual differences that characterize the three sub-populations of AV, BA, and AP mice are associated with differences in CB1 density in the amygdala [3,4,5]. As described by the extensive literature on the ECS modulation of IS, the EC receptors are expressed also on immune cells [53,54]. Furthermore, molecules previously thought to be specific for the immune-cells, such as pro- and anti-inflammatory cytokines, can be also produced and released from neurons. 

In the present research, to investigate the interaction between ECS and IS, we performed both RNA-Seq on the pyramidal neurons of the amygdala and bioinformatics analyses in the AV, BA, AP phenotypes. 

We identified several altered pro-inflammatory pathways in the pyramidal neurons of the amygdala of AV when compared to the BA mice. In particular, we found in AV mice the alteration of the pathways leading to the production of TNFα, IL-2, and IL-12. The production of these pro-inflammatory cytokines is tightly regulated by the superfamily of transient receptor potential (TRP) and by the B-cell receptor signaling pathways controlling cell differentiation and cytotoxicity. Further, TRP action is facilitated by pro-inflammatory chemokines, responsible for the recruitment of immune cells [55,56,57]. Such findings indicate the chronic activation of adaptive immune response [58]. 

Although we did not identify any direct difference in the activation of the ECS in AP mice, in comparison to BA mice, the same pattern of inflammation was found in AP and AV mice when compared to BA mice. In fact, the B-cell receptor and chemokine signaling pathways as well as modulation of the inflammatory response by TRP channels were altered in both AP and AV mice. This evidence suggests that the opposite approach and avoidance behaviors may be related to a unique molecular background. In other words, we are advancing that the up- or down-regulation of the genes involved in the interplay between ECS and IS may be a building block of the switch between approach and avoidance. 

Since EC interact with and are expressed by almost all immune cells [46], ECS contributes to maintaining the immune homeostasis, functioning as a gate-keeper of IS [40,41,42,43,44] through the activation of the CB1 and CB2 receptors as well as of TRPV1 and TRPV2 receptors. The TRP receptors, mainly TRPV1, are EC targets implied in the functionality of CB1 and in EC degradation [57,59,60]. We found that AV mice displayed an altered retrograde ECS signaling, with NAPEPLD and FAAH coding genes significantly downregulated. It has been proposed that the inhibition of FAAH increases CB1 activity [18]. However, FAAH inhibition also results in increased activation of other receptors, such as TRPV1 and peroxisome proliferator-activated receptor-α (PPARα) [18,61]. These non-classical receptors often have roles opposite to classical EC receptors, hindering the anti-inflammatory role of CB1 in immune modulation [53]. Thus, the downregulation of FAAH expression might sustain inflammatory processes in AV mice. Subsequently, we applied network analysis to further analyze the pattern of co-expression of IS and ECS genes in the regulation of avoidance behavior. Interestingly, in AV mice, ECS and IS genes were mostly co-expressed in the altered glutamatergic synapse pathway of the amygdala, in which the activity-dependent flow of glutamate and EC controls the secretion of pro-inflammatory cytokines through the activity of CB1 and TRP receptors in general [62], and likely of TRPV1 in particular. 

This study was performed with limited sample size, as the study of individual differences needs highly curated and homogeneous, and thus inevitably restricted groups. When coming to high-throughput sequencing for gene expression data, a small sample size results in HDLSS (high dimension, low sample size) data problems. This hindered possibilities with the network analysis, forcing us to study gene interactions by using STRINGdb. Although our study was limited to bioinformatics analyses of gene expression from RNA-Seq data, and no functional experiments were conducted, we were able to study gene networks and to map genes to known biological pathways, which contributed to the understanding of ECS/IS interaction. 

To further investigate the role of such an interaction in conflict behaviors, the chemical blockade of enzymes linked to ECS metabolism (such as FAAH or NAPEPLD) could be performed. Moreover, anti-inflammatory drugs could be administered to investigate whether AV or AP phenotypes shift toward a balanced approach to conflicting stimuli. Given that the A/A traits represent psychological risk factors [63], shedding light on ECS/IS interaction in such behaviors may provide useful targets for their treatment and prevention.

## 4. Materials and Methods

### 4.1. Subjects and Experimental Procedures

B6.Cg-Tg(Thy1-YFP)HJrs/J (Thy1-YFP; Jackson Laboratories, Bar Harbor, Maine, USA) transgenic mice were used in the present study. Thy1-YFP mice express yellow fluorescent protein (YFP) transgene driven by the thymus cell antigen 1 (Thy1) promoter that targets the pyramidal neurons of the neocortex (layer 5), amygdala, and hippocampus, and to a lesser extent the cerebellar mossy fibers, neurons in the thalamus, midbrain and brainstem, and olfactory bulb mitral cells. Transgene-expressing neurons are morphologically and physiologically comparable to non-mutant neurons.

The animals were group-housed (4 mice/cage) with standard food (Mucedola, Milan, Italy) and water ad libitum, and kept under a 12-h light/dark cycle (with the light on at 07:00 h), controlled temperature (22–23 °C), and constant humidity (60 ± 5%). The behavioral testing took place during the light phase. All efforts were made to minimize animal suffering and to reduce their number, in accordance with the European Directive (Directive 2010/63/EU). The animals assigned to the same experimental group were never siblings.

The first step of the present research was the categorization of mice according to their tendency to A/A responses. To this aim, a sample of transgenic mice (Thy1-YFP; N = 50) was submitted to the A/A Conflict Task. By means of this task, we selected transgenic mice which spontaneously responded with balanced behavior (BA; N = 3), and transgenic mice which spontaneously responded with avoiding (AV; N = 3) or approaching (AP; N = 3) behaviors in the presence of the same conflicting stimuli [3,4]. One month after the end of behavioral task, the AV, BA, and AP mice were sacrificed to sort the amygdala Thy1-YFP pyramidal neurons in order to perform the transcriptomic cell-specific RNA-analyses, tool for unveiling the deep architecture of ECS-IS interaction. To verify whether and which transcriptomic elements (especially linked to endocannabinoid system and immune system) were associated with the specific and stable predisposition to A/A behavior, the transcriptomic analyses were evaluated in the three phenotypes at a time-point distant from any behavioral testing, to rule out any acute effect of the behavioral performance on gene expression levels.

### 4.2. A/A Conflict Task

As previously described [3,5], the apparatus consisted of a Plexiglas Y-maze with a starting gray arm from which two arms (8 cm wide, 30 cm long, and 15 cm high) stemmed, arranged at an angle of 90 ° to each other. A T-guillotine door was placed at the end of the starting arm to prevent backward movements of the animal. An arm entry was defined as four legs entering one of the arms. The two choice arms differed in both color and brightness. One of the two arms had a black and opaque floor and walls, and no light inside, while the other had a white floor and walls, and was lit by a 16-W neon lamp. Notably, the colored “furniture” and the neon lamp were exchangeable between arms to alternate the spatial positions of the white and black arms. The apparatus was placed in a room that was slightly lit by a red light (40 W). It was always thoroughly cleaned with 70% ethanol and dried after each trial to remove scent cues. At the end of each choice arm, there was a blue chemically inert tube cap (3 cm in diameter, 1 cm deep) used as a food tray that prevented mice from seeing the reward at a distance but allowed easy access to the reward. Because appetites for palatable foods have to be learned, a week before testing the animals were exposed in their home cages for three days to the novel palatable food (Fonzies, KP Snack Foods, Munchen, Germany). At the end of this phase and during successive testing, to increase the motivation to search for the reward, the animals were slightly food deprived by limiting food access to 12 h/day. About 24 h after the habituation to the apparatus, the slightly food-deprived mice were submitted to two 10-trial sessions of the testing. In Session 1 (S1), the animal was placed in the starting stem and could choose to enter one of the two arms, both containing the same standard food reward. After eating, the animal was allowed to stand in its cage for a 1 min-inter-trial interval. In Session 2 (S2), which started 24 h after S1, the white arm was rewarded with the highly palatable food (Fonzies), while the black arm remained rewarded with the standard food. Notably, the A/A Conflict Task requires to choose between two conflicting drives: reaching a palatable reward placed in an aversive (white and lighted) environment, or reaching a standard food placed in a reassuring (black and dark) environment. The A/A Conflict Index represents the difference in the number of white choices between S1 and S2. Given that this index was normally distributed (mean_Δ_ = 1, SD = ±1.7), it allowed identifying the specific phenotypes of the mice [4]. In particular, in the presence of conflicting inputs, we identified 3 BA mice that reacted with balanced responses between A/A traits and their values in the A/A Conflict Index corresponded to the mean of the distribution. Furthermore, we identified 3 AV mice that exhibited avoiding responses to the conflicting stimuli and that had values of the A/A Conflict Index corresponding to minus two standard deviations of the mean. We identified also 3 AP mice that exhibited approaching responses to the conflicting stimuli and that had values of the A/A Conflict Index corresponding to minus two standard deviations of the mean. 

### 4.3. Amygdala Pyramidal Neuron-Specific RNA Sequencing

#### 4.3.1. Dissociation of Amygdala Tissue for Fluorescence-Activated Cell Sorting (FACS)

One month after the end of A/A behavioral task, the brains of AV, BA, and AP mice were cut to take bilateral amygdala 1-mm punches. Manual and enzymatic dissociations were performed using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, Bergisch Gladbach, Germany) with some modifications. Each solution was kept on ice to minimize RNA degradation. Pipette tips were pre-coated in a 0.2 µM filtered 1× PBS-0.5% BSA solution (DPBS without Mg^2+^ and Ca^2+^, Gibco by Life Technologies, Grand Island, NY, USA; BSA Fraction V (pH 7.0), PanReac AppliChem GmbH, Darmstadt, Germany). Briefly, the amygdala punches were placed on a 35-mm diameter Petri dish, cut into small pieces using a scalpel, and 1 mL of cold Hanks’ Balanced Salt Solution without Mg^2+^ and Ca^2+^ (HBBS w/o) (Sigma-Aldrich, St. Louis, MO, USA) was added. The tissue was transferred into a 1.5 mL protein LoBind tube. Additional 1 mL HBBS w/o was used to rinse the dish and added to the 1.5 mL tube. Tissue was centrifuged at 300× *g* for 2 min at room temperature, and the supernatant was carefully aspirated. Then, 975 μL of pre-heated enzyme mix 1 (enzyme P 25 μL, buffer × 950 μL) was added to the tissue, and the 1.5 mL tube was incubated for 15 min at 37 °C under slow, continuous rotation using the MACSmix Tube Rotator (Miltenyi Biotec, Bergisch Gladbach, Germany). Then, 15 μL enzyme mix 2 (enzyme A 5 μL, buffer Y 10 μL) was added to the sample. The sample was gently inverted to mix and mechanically dissociated using the wide-tipped fire-polished Pasteur pipette by pipetting up and down 10 times slowly, followed by a further incubation in the rotator for 10 min at 37 °C under slow rotation. The second round of mechanical dissociation was performed using serially fire-polished filtered-glass Pasteur pipettes with gradual diameter diminution, and pipetting slowly up and down 10 times with each pipette, or until no tissue pieces were observable. The sample was again incubated at 37 °C for 10 min using rotator under slow rotation. The sample was strained through a MACS Smart Strainer (70 μm) (Miltenyi Biotec, Bergisch Gladbach, Germany), placed on a 15 mL tube, pre-coated with 0.2 μM filtered 1× PBS-0.5% BSA, using 8 mL of HBBS with Mg^2+^ and Ca^2+^. Cells were pelleted by centrifugation at 300× *g* for 10 min at room temperature. In order to increase the material, the supernatant was transferred into a new 15 mL tube, and centrifuged again at 300× *g* for 10 min at room temperature. The second supernatant was discarded, and the pellets obtained from these two centrifugations were pooled into a 1× PBS-0.5% BSA pre-coated SNAP-cap tube containing 1 mL of PBS. Finally, 20U Superase-Inhibitor (Ambion, Invitrogen, ThermoFisher Scientific, Walthem, MA, USA) was added and samples were stored on ice up to sorting.

#### 4.3.2. Cell Sorting and Isolation of Purified Pyramidal Neurons

For the instrument set-up, the samples collected from the amygdala of wild-type YFP-negative mice were used to gate YFP-positive neurons based on forward scatter (FSC) and side scatter (SSC) light scattering and to set YFP negativity. Afterwards, amygdala samples were collected from the Thy1-YFP AV, BA, and AP mice and stained with 1 μL of propidium iodide (PI) in order to identify dead cells. Pyramidal neurons were then sorted by using the MoFlo Astrios EQ (Beckman Coulter, Brea, CA, USA) and the pyramidal neurons characterized by YFP were collected on the basis of their physical parameters, singlets, PI negative (live cells), and YFP intensity. For initial characterization, samples were collected in PBS and samples were examined under a fluorescent microscope to verify correct sorting. Thereafter, cells were sorted directly into ice-cold lysis buffer (Reliaprep RNA Cell Miniprep System, Promega, Fitchburg, WI, USA), mixed by vortexing, kept on ice, and then stored at −80 °C until RNA extraction.

#### 4.3.3. RNA-Seq Library Preparation

After thawing on ice in presence of additional proteinase K, RNA was isolated according to manufacturer’s instructions including on-column DNase treatment. RNA samples were quantified and the quality was tested by Agilent 2100 Bioanalyzer RNA assay (Agilent Technologies, Santa Clara, CA, USA) or Caliper (PerkinElmer, Waltham, MA, USA).

Library preparation and sequencing were performed at IGATechnology (Udine, Italy). At least three independent biological replicates were used for each group. Each replicate corresponds to the amygdala of a single Thy1-YFP mouse.

Libraries were generated from each sample individually, starting from 0.06–4.41 ng of total RNA, using the Ovation SoLo RNA-Seq kit for Ultra-low input (NuGEN, Tecan Genomics, Redwood City, CA, USA), following the manufacturer’s instructions (library type: fr-second strand). Final libraries were checked with both Qubit 2.0 Fluorometer (Invitrogen by Life technologies, Carlsbad, CA, USA) and Agilent Bioanalyzer DNA assay (Agilent Technologies, Santa Clara, CA, USA) or Caliper (PerkinElmer, Waltham, MA, USA). Libraries were then prepared for sequencing and sequenced on paired-end 2 × 75 bp mode on NextSeq500 (Illumina, San Diego, CA, USA) producing 33.9 MR on average (min 29.3 MR, max 40.7 MR). For the processing of raw data (format conversion and de-multiplexing), Bcl2Fastq 2.20 version of the Illumina pipeline was used. 

Sequencing data have been deposited in the NCBI Short Read Archive (https://www.ncbi.nlm.nih.gov/geo; GEO accession number GSE196849; accessed on 19 February 2022).

### 4.4. Differential Expression Analysis

After TMM normalization and low counts filtering, the resulting genes (AMY = 9872) underwent the downstream analysis. Batch effect correction was applied with ARSyN and a principal component analysis (PCA) was performed to assess sample clustering based on their expression profiles. After PCA, 1 AV mouse was identified as outlier and removed from downstream analyses. Differentially expressed genes (DEGs) were identified using nonparametric analysis for biological replicates included in the NOISeq library. Significant differentially expressed genes were identified for a *q* > 0.95, equivalent to a *p* < 0.05 after FDR correction [64]. Subsequently, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Over-Representation Analyses (ORAs) were performed using Clusterprofiler to identify enriched pathways. The obtained GO terms were further clustered using GOSemSim and visualized using pathview [65] and the enrich map method to visualize and interpret results [66,67]. All biostatistical analyses were performed in R v.4.1 [68]. DEGs from retrograde endocannabinoid signaling and immune system were enriched on STRINGdb [69] to assess shared functions and known co-expression patterns, along with their protein–protein interaction (PPI) enrichment scores. 

## Figures and Tables

**Figure 1:**
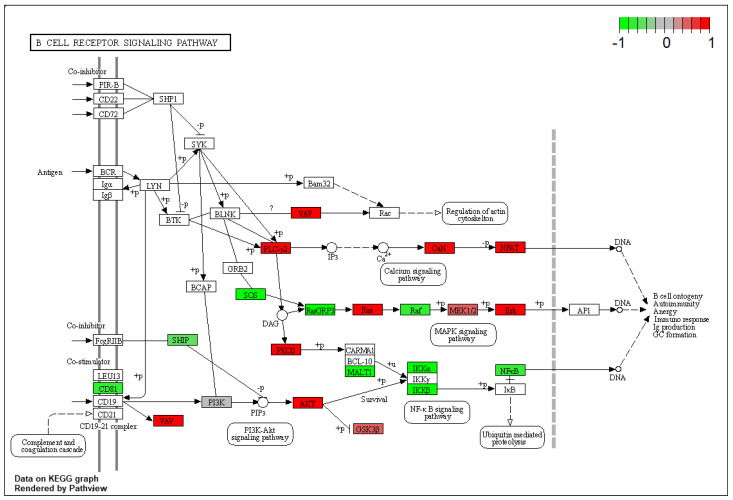
Kyoto Encyclopedia of Genes and Genomes B Cell receptor signaling pathway rendered by pathview. Colored boxes represent differentially expressed genes found in this pathway. The colorbar indicates scaled log2-fold-change values in gene expression of amygdala pyramidal neurons of AV over BA mice.

**Figure 2:**
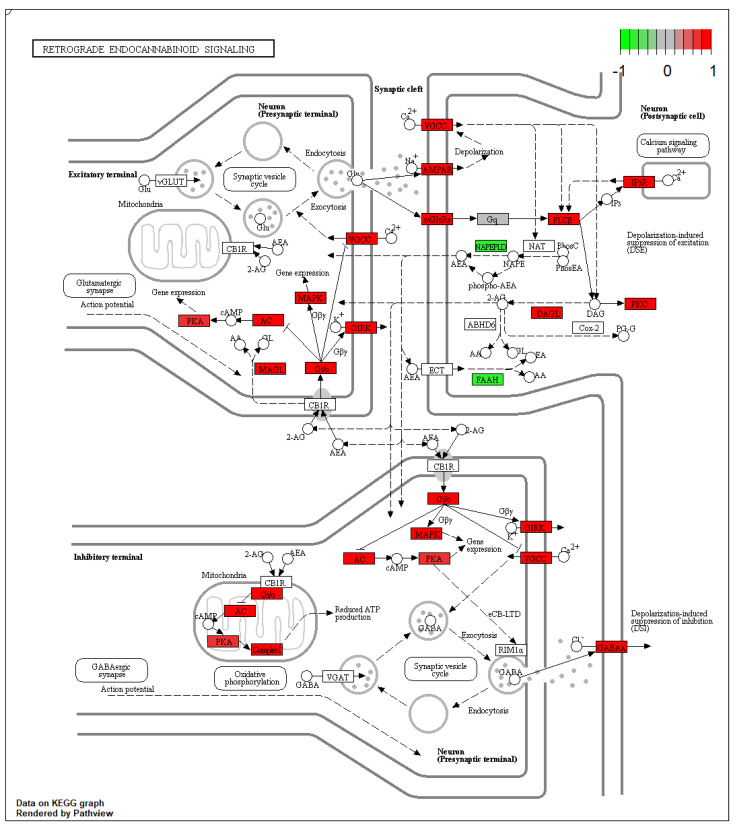
Retrograde endocannabinoid signaling pathways show the alteration of oxidative phosphorylation in mitochondria coupled with alterations in both excitatory (glutamatergic) and inhibitory (GABAergic) synaptic terminals.

**Figure 3:**
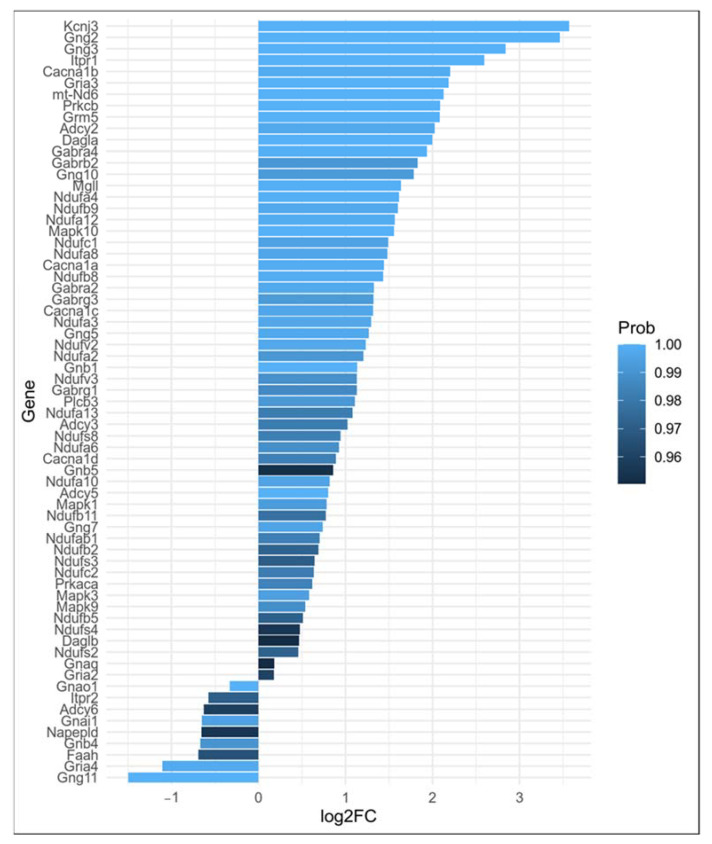
Barplot representing differential expression of genes belonging to retrograde ECS signaling pathway along with genes from pro-inflammatory IL-2 and IL-12 production pathways seen in Section 2.1. These genes will be used in Section 2.3 to study the interplay between ECS and IS.

**Figure 4:**
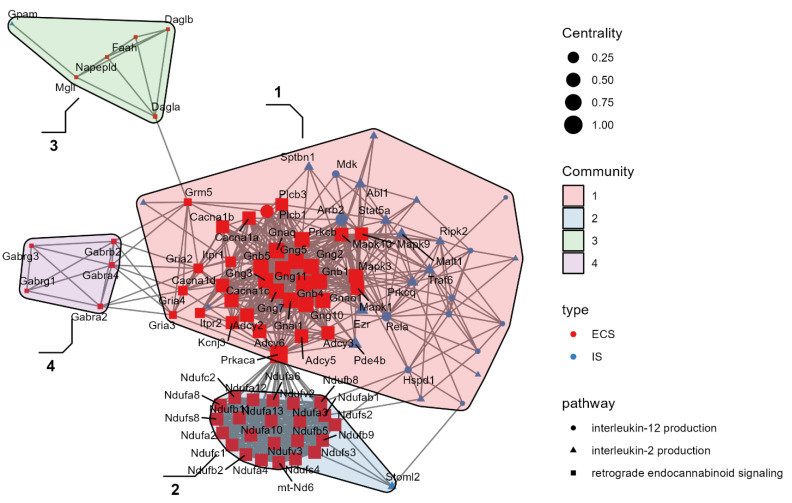
Network analysis. Differentially expressed genes (DEGs) from retrograde endocannabinoid signaling are represented in red, while DEGs from IL-2 and IL-12 production systems are represented in blue. Four communities have been identified: Community 1: glutamatergic synapse; *p* < 0.00001; Community 2: mitochondrial respiratory chain complex I; *p* < 0.00001. Community 3: anandamide metabolism; *p* < 0.00001. Community 4: GABAergic transmission GABA receptor complex; *p* < 0.00001.

**Figure 5:**
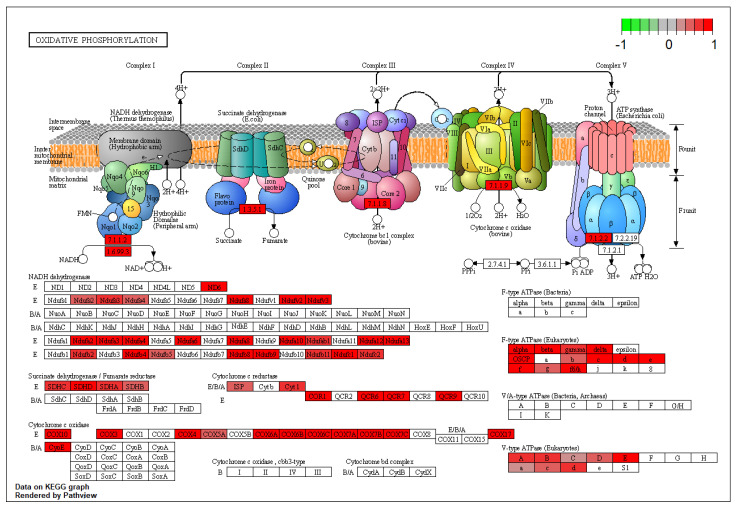
Oxidative phosphorylation pathway. Data show a substantial alteration of NADH components on the inner side of the mitochondrial membrane driven by COX and Ndufs-family genes.

**Figure 6:**
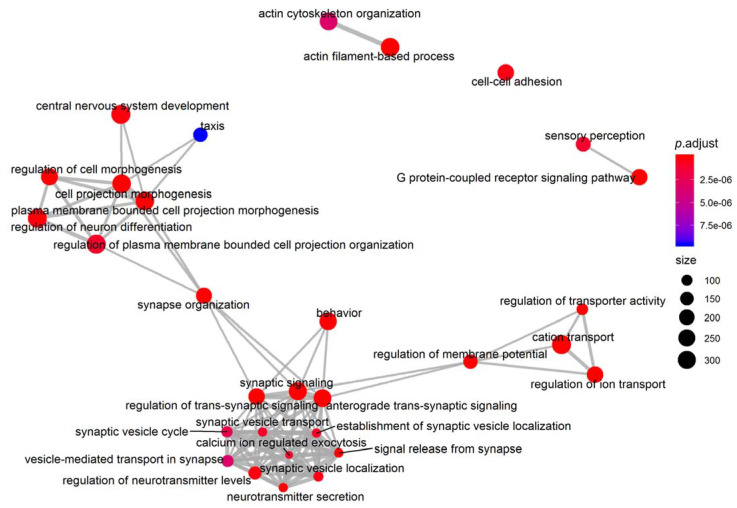
Network analysis and enrichmap on Biological Process, a component of Gene Ontology analysis. Data show an overall modulation of synapse plasticity and neurotransmission.

## Data Availability

All data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms23052538/s1.

## References

[1] Caruso M.J., McClintock M.K., Cavigelli S.A. (2014). Temperament Moderates the Influence of Periadolescent Social Experience on Behavior and Adrenocortical Activity in Adult Male Rats. Horm. Behav..

[2] Rossier D., La Franca V., Salemi T., Natale S., Gross C.T. (2021). A Neural Circuit for Competing Approach and Defense Underlying Prey Capture. Proc. Natl. Acad. Sci. USA.

[3] Laricchiuta D., Rojo M.L., Rodriguez-Gaztelumendi A., Ferlazzo F., Petrosini L., Fowler C.J. (2012). CB_1_ Receptor Autoradiographic Characterization of the Individual Differences in Approach and Avoidance Motivation. PLoS ONE.

[4] Laricchiuta D., Rossi S., Musella A., De Chiara V., Cutuli D., Centonze D., Petrosini L. (2012). Differences in Spontaneously Avoiding or Approaching Mice Reflect Differences in CB1-Mediated Signaling of Dorsal Striatal Transmission. PLoS ONE.

[5] Laricchiuta D., Saba L., De Bartolo P., Caioli S., Zona C., Petrosini L. (2016). Maintenance of Aversive Memories Shown by Fear Extinction-Impaired Phenotypes Is Associated with Increased Activity in the Amygdaloid-Prefrontal Circuit. Sci. Rep..

[6] Laricchiuta D., Andolina D., Angelucci F., Gelfo F., Berretta E., Puglisi-Allegra S., Petrosini L. (2018). Cerebellar BDNF Promotes Exploration and Seeking for Novelty. Int. J. Neuropsychopharmacol..

[7] Elliot A.J. (2008). Handbook of Approach and Avoidance Motivation.

[8] Bell A.M., Hankison S.J., Laskowski K.L. (2009). The Repeatability of Behaviour: A Meta-Analysis. Anim. Behav..

[9] Cavigelli S.A., McClintock M.K. (2003). Fear of Novelty in Infant Rats Predicts Adult Corticosterone Dynamics and an Early Death. Proc. Natl. Acad. Sci. USA.

[10] Cavigelli S.A., Ragan C.M., Michael K.C., Kovacsics C.E., Bruscke A.P. (2009). Stable Behavioral Inhibition and Glucocorticoid Production as Predictors of Longevity. Physiol. Behav..

[11] Réale D., Reader S.M., Sol D., McDougall P.T., Dingemanse N.J. (2007). Integrating Animal Temperament within Ecology and Evolution. Biol. Rev..

[12] Roberts B.W., Walton K.E., Viechtbauer W. (2006). Patterns of Mean-Level Change in Personality Traits across the Life Course: A Meta-Analysis of Longitudinal Studies. Psychol. Bull..

[13] Laricchiuta D., Petrosini L. (2014). Individual Differences in Response to Positive and Negative Stimuli: Endocannabinoid-Based Insight on Approach and Avoidance Behaviors. Front. Syst. Neurosci..

[14] Lafenêtre P., Chaouloff F., Marsicano G. (2009). Bidirectional Regulation of Novelty-Induced Behavioral Inhibition by the Endocannabinoid System. Neuropharmacology.

[15] Pattij T., Janssen M.C., Schepers I., González-Cuevas G., De Vries T.J., Schoffelmeer A.N. (2007). Effects of the Cannabinoid CB1 Receptor Antagonist Rimonabant on Distinct Measures of Impulsive Behavior in Rats. Psychopharmacology.

[16] Van Laere K., Goffin K., Bormans G., Casteels C., Mortelmans L., de Hoon J., Grachev I., Vandenbulcke M., Pieters G. (2009). Relationship of Type 1 Cannabinoid Receptor Availability in the Human Brain to Novelty-Seeking Temperament. Arch. Gen. Psychiatry.

[17] McDonald J., Schleifer L., Richards J.B., de Wit H. (2003). Effects of THC on Behavioral Measures of Impulsivity in Humans. Neuropsychopharmacology.

[18] Cristino L., Bisogno T., Di Marzo V. (2020). Cannabinoids and the Expanded Endocannabinoid System in Neurological Disorders. Nat. Rev. Neurol..

[19] Rumińska A., Dobrzyń A. (2012). The Endocannabinoid System and Its Role in Regulation of Metabolism in Peripheral Tissues. Postepy Biochem..

[20] Zou S., Kumar U. (2018). Cannabinoid Receptors and the Endocannabinoid System: Signaling and Function in the Central Nervous System. Int. J. Mol. Sci..

[21] Pandey R., Mousawy K., Nagarkatti M., Nagarkatti P. (2009). Endocannabinoids and Immune Regulation. Pharmacol. Res..

[22] Katona I., Rancz E.A., Acsády L., Ledent C., Mackie K., Hájos N., Freund T.F. (2001). Distribution of CB1 Cannabinoid Receptors in the Amygdala and Their Role in the Control of GABAergic Transmission. J. Neurosci..

[23] Juhasz G., Chase D., Pegg E., Downey D., Toth Z.G., Stones K., Platt H., Mekli K., Payton A., Elliott R. (2009). CNR_1_ Gene Is Associated with High Neuroticism and Low Agreeableness and Interacts with Recent Negative Life Events to Predict Current Depressive Symptoms. Neuropsychopharmacology.

[24] Vanderschuren L.J.M.J., Achterberg E.J.M., Trezza V. (2016). The Neurobiology of Social Play and Its Rewarding Value in Rats. Neurosci. Biobehav. Rev..

[25] Trezza V., Damsteegt R., Manduca A., Petrosino S., Van Kerkhof L.W., Pasterkamp R.J., Zhou Y., Campolongo P., Cuomo V., Di Marzo V. (2012). Endocannabinoids in Amygdala and Nucleus Accumbens Mediate Social Play Reward in Adolescent Rats. J. Neurosci..

[26] Capitanio J.P., Abel K., Mendoza S.P., Blozis S.A., McChesney M.B., Cole S.W., Mason W.A. (2008). Personality and Serotonin Transporter Genotype Interact with Social Context to Affect Immunity and Viral Set-Point in Simian Immunodeficiency Virus Disease. Brain Behav. Immun..

[27] Rangassamy M., Athari S.K., Monclus R., Boissier M.-C., Bessis N., Rödel H.G. (2016). Personality Modulates Proportions of CD4+ Regulatory and Effector T Cells in Response to Socially Induced Stress in a Rodent of Wild Origin. Physiol. Behav..

[28] Zozulya A.A., Gabaeva M.V., Sokolov O.Y., Surkina I.D., Kost N.V. (2008). Personality, Coping Style, and Constitutional Neuroimmunology. J. Immunotoxicol..

[29] Kim T.-S., Pae C.-U., Jeong J.-T., Kim S.-D., Chung K.-I., Lee C. (2006). Temperament and Character Dimensions in Patients with Atopic Dermatitis. J. Dermatol..

[30] Gulec M.Y., Gulec H., Oztuna F., Kose S. (2010). Cloninger’s Temperament and Character Dimension of Personality in Patients with Asthma. Int. J. Psychiatry Med..

[31] Heffner K.L., Kiecolt-Glaser J.K., Glaser R., Malarkey W.B., Marshall G.D. (2014). Stress and Anxiety Effects on Positive Skin Test Responses in Young Adults with Allergic Rhinitis. Ann. Allergy. Asthma. Immunol..

[32] Smider N.A., Essex M.J., Kalin N.H., Buss K.A., Klein M.H., Davidson R.J., Goldsmith H.H. (2002). Salivary Cortisol as a Predictor of Socioemotional Adjustment during Kindergarten: A Prospective Study. Child Dev..

[33] Baugh A.T., Senft R.A., Firke M., Lauder A., Schroeder J., Meddle S.L., van Oers K., Hau M. (2017). Risk-Averse Personalities Have a Systemically Potentiated Neuroendocrine Stress Axis: A Multilevel Experiment in Parus Major. Horm. Behav..

[34] Chrousos G.P., Kino T. (2009). Glucocorticoid Signaling in the Cell: Expanding Clinical Implications to Complex Human Behavioral and Somatic Disorders. Ann. N. Y. Acad. Sci..

[35] Miller G.E., Cohen S., Ritchey A.K. (2002). Chronic Psychological Stress and the Regulation of Pro-Inflammatory Cytokines: A Glucocorticoid-Resistance Model. Health Psychol. Off. J. Div. Health Psychol. Am. Psychol. Assoc..

[36] Picard M., Juster R.-P., McEwen B.S. (2014). Mitochondrial Allostatic Load Puts the ‘gluc’ back in Glucocorticoids. Nat. Rev. Endocrinol..

[37] Marketon J.I.W., Glaser R. (2008). Stress Hormones and Immune Function. Cell. Immunol..

[38] Cavigelli S.A., Stine M.M., Kovacsics C., Jefferson A., Diep M.N., Barrett C.E. (2007). Behavioral Inhibition and Glucocorticoid Dynamics in a Rodent Model. Physiol. Behav..

[39] Michael K.C., Bonneau R.H., Bourne R.A., Godbolt L., Caruso M.J., Hohmann C., Cavigelli S.A. (2020). Divergent Immune Responses in Behaviorally-Inhibited vs. Non-Inhibited Male Rats. Physiol. Behav..

[40] Chiurchiù V. (2016). Endocannabinoids and Immunity. Cannabis Cannabinoid Res..

[41] Chiurchiù V., Battistini L., Maccarrone M. (2015). Endocannabinoid Signalling in Innate and Adaptive Immunity. Immunology.

[42] Lu Y., Anderson H.D. (2017). Cannabinoid Signaling in Health and Disease. Can. J. Physiol. Pharmacol..

[43] Maccarrone M., Bab I., Bíró T., Cabral G.A., Dey S.K., Di Marzo V., Konje J.C., Kunos G., Mechoulam R., Pacher P. (2015). Endocannabinoid Signaling at the Periphery: 50 Years after THC. Trends Pharmacol. Sci..

[44] Zhou J., Burkovskiy I., Yang H., Sardinha J., Lehmann C. (2016). CB2 and GPR55 Receptors as Therapeutic Targets for Systemic Immune Dysregulation. Front. Pharmacol..

[45] Boychuk D.G., Goddard G., Mauro G., Orellana M.F. (2015). The Effectiveness of Cannabinoids in the Management of Chronic Nonmalignant Neuropathic Pain: A Systematic Review. J. Oral Facial Pain Headache.

[46] Turcotte C., Chouinard F., Lefebvre J.S., Flamand N. (2015). Regulation of Inflammation by Cannabinoids, the Endocannabinoids 2-arachidonoyl-glycerol and Arachidonoyl-ethanolamide, and Their Metabolites. J. Leukoc. Biol..

[47] Hofmann S.G., Hay A.C. (2018). Rethinking Avoidance: Toward a Balanced Approach to Avoidance in Treating Anxiety Disorders. J. Anxiety Disord..

[48] Loijen A., Vrijsen J.N., Egger J.I.M., Becker E.S., Rinck M. (2020). Biased Approach-Avoidance Tendencies in Psychopathology: A Systematic Review of Their Assessment and Modification. Clin. Psychol. Rev..

[49] Sheynin J., Shind C., Radell M., Ebanks-Williams Y., Gilbertson M.W., Beck K.D., Myers C.E. (2017). Greater Avoidance Behavior in Individuals with Posttraumatic Stress Disorder Symptoms. Stress.

[50] Gellner A.-K., Voelter J., Schmidt U., Beins E.C., Stein V., Philipsen A., Hurlemann R. (2021). Molecular and Neurocircuitry Mechanisms of Social Avoidance. Cell. Mol. Life Sci..

[51] Kaldewaij R., Koch S.B.J., Volman I., Toni I., Roelofs K. (2017). On the Control of Social Approach-Avoidance Behavior: Neural and Endocrine Mechanisms. Curr. Top. Behav. Neurosci..

[52] Toth I., Neumann I.D. (2013). Animal Models of Social Avoidance and Social Fear. Cell Tissue Res..

[53] Kaplan B.L.F. (2013). The Role of CB1 in Immune Modulation by Cannabinoids. Pharmacol. Ther..

[54] Klein T.W., Newton C., Larsen K., Lu L., Perkins I., Nong L., Friedman H. (2003). The Cannabinoid System and Immune Modulation. J. Leukoc. Biol..

[55] Ahn J.J., Abu-Rub M., Miller R.H. (2021). B Cells in Neuroinflammation: New Perspectives and Mechanistic Insights. Cells.

[56] Becher B., Spath S., Goverman J. (2017). Cytokine Networks in Neuroinflammation. Nat. Rev. Immunol..

[57] Parenti A., De Logu F., Geppetti P., Benemei S. (2016). What Is the Evidence for the Role of TRP Channels in Inflammatory and Immune Cells?. Br. J. Pharmacol..

[58] Ramesh G., MacLean A.G., Philipp M.T. (2013). Cytokines and Chemokines at the Crossroads of Neuroinflammation, Neurodegeneration, and Neuropathic Pain. Mediat. Inflamm..

[59] O’sullivan S.E., Kendall D.A. (2010). Cannabinoid Activation of Peroxisome Proliferator-Activated Receptors: Potential for Modulation of Inflammatory Disease. Immunobiology.

[60] Santoni G., Cardinali C., Morelli M.B., Santoni M., Nabissi M., Amantini C. (2015). Danger-and Pathogen-Associated Molecular Patterns Recognition by Pattern-Recognition Receptors and Ion Channels of the Transient Receptor Potential Family Triggers the Inflammasome Activation in Immune Cells and Sensory Neurons. J. Neuroinflamm..

[61] Fowler C.J. (2021). The Endocannabinoid System—Current Implications for Drug Development. J. Intern. Med..

[62] Kasatkina L.A., Rittchen S., Sturm E.M. (2021). Neuroprotective and Immunomodulatory Action of the Endocannabinoid System under Neuroinflammation. Int. J. Mol. Sci..

[63] Struijs S.Y., Lamers F., Rinck M., Roelofs K., Spinhoven P., Penninx B.W.J.H. (2018). The Predictive Value of Approach and Avoidance Tendencies on the Onset and Course of Depression and Anxiety Disorders. Depress. Anxiety.

[64] Tarazona S., Furió-Tarí P., Turrà D., Pietro A.D., Nueda M.J., Ferrer A., Conesa A. (2015). Data Quality Aware Analysis of Differential Expression in RNA-Seq with NOISeq R/Bioc Package. Nucleic Acids Res..

[65] Luo W., Brouwer C. (2013). Pathview: An R/Bioconductor Package for Pathway-Based Data Integration and Visualization. Bioinformatics.

[66] Merico D., Isserlin R., Stueker O., Emili A., Bader G.D. (2010). Enrichment Map: A Network-Based Method for Gene-Set Enrichment Visualization and Interpretation. PLoS ONE.

[67] Yu G., Wang L.-G., Han Y., He Q.-Y. (2012). ClusterProfiler: An R Package for Comparing Biological Themes Among Gene Clusters. OMICS J. Integr. Biol..

[68] R Core Team (2013). R: A Language and Environment for Statistical Computing.

[69] Szklarczyk D., Gable A.L., Lyon D., Junge A., Wyder S., Huerta-Cepas J., Simonovic M., Doncheva N.T., Morris J.H., Bork P. (2019). STRING V11: Protein–Protein Association Networks with Increased Coverage, Supporting Functional Discovery in Genome-Wide Experimental Datasets. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

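RNA of YFP-positive pyramidal neurons, sorted from the dissociated amygdala of single Thy1-YFP mice, was sequenced in stranded paired-end libraries. The mice were 3 BA, 3 AV and 3 AP mice. The authors deposited a normalized signal of each gene and mouse in 2 tables. The methods of the paper name TMM normalization, a filter on low counts and batch correction with ARSyN. Whether ARSyN was applied to both tables is not stated, and most low values of the BA vs AP table lie on steps of 1 read. 1 table holds 3 BA and 2 AV mice and the other the same 3 BA mice and 3 AP mice. The authors removed 1 AV mouse as an outlier, and AV replicate 2 was not used here. The paper's text does not name the aligner, the counting tool or the genome build. For 241 of 9417 gene identifiers listed in both tables the BA vs AV table gives a lower version, so the tables rest on different annotation releases. The tables were normalized separately, so tests were run within each table alone, and levels of the BA mice differ slightly between them.

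In the BA vs AP table the lowest value is 2 for every mouse, and between 79.9% and 87.9% of the low values of a mouse lie on steps of 1 read above it. A step is worth between 0.7085 and 1.226. The level of 3 reads, which a gene without reads cannot be told from, was taken from these steps. No steps exist in the BA vs AV table, so its depth is unknown, and the highest level of 3 reads of the other table was used there. Such limits cover counting error only.

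Genes were matched to the GENCODE M21 annotation of GRCm38 for symbols, coordinates, exon length and GC content. Each comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1) over all listed genes, without covariates, and p values were adjusted by the Benjamini-Hochberg method at 0.05. The plan named a test for counts, but the values are a normalized signal, so limma was used. The NOISeqBIO statistic of the study, with its constant at the 0.9 quantile, was computed as well. Over the 128 genes of Supplementary Table S1 it differed from the listed statistic by at most 4.99e-06. The probability derived from it was not computed here.

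Lists were the retrograde endocannabinoid, IL-2, IL-12 and TRP genes of Supplementary Table S1, which the study chose on these mice, the nodes of the maps in Figure 1 and Figure 2, gene families collected by symbol and marker lists of cell types. For each list the median log2 fold change was set among 10000 random lists of the same size matched on mean expression in 20 bins, and among lists matched on expression, exon length and GC content. The camera test, with a preset and an estimated correlation between genes, and fry were run in limma. Lists with fewer than 3 listed genes were not summarised. Second lists of cell type markers were written after the first ones had been seen and before their own values were.

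Named genes are those the paper names, the 5 called genes with the largest change in each direction and a mean of at least 100 in a group, and the genes with the largest change in each direction of a list. Lenep, the markers with the highest levels and genes of overlapping models were named after their values were seen. Alternatives covered the threshold, the size of the change, filters on low values, the pseudocount, centring, the matching of random lists, each mouse left out in turn and the replicate number as a block. A variance prior that follows mean expression, other pseudocounts in the fit, removal of the offset of 2 and cutoffs on the NOISeqBIO statistic were added after seeing the data.

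The scripts were tested on simulated data with 200 changed genes. With a log2 change of 1, 0% of these were called, with 2, 70% in the design of BA vs AV and 76.5% in that of BA vs AP, and with 3, 89.5% and 93%. Of 200 unshifted lists, 6% fell outside the middle 95% of random lists. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. Pathway enrichment and the protein network were not analysed here, and some genes that the naming rule covers are not reported here.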

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

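The tests on astrocyte and ribosomal protein genes, and that on GC content for microglial genes, were chosen only after the result was seen. The lists were not discussed by the paper, and each median lay above all or nearly all random lists.

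Microglial markers were higher in AP mice. The 13 listed genes had a median log2 fold change of 1.56, and each was above every BA mouse in all AP mice, where chance gives 5% for 1 direction. None was called over all genes, 13 had an unadjusted p under 0.05, and 13 passed when adjusted over the list alone. The camera test of limma gave an adjusted p of 7.05e-19 and fry one of 0.148. The scores were 1.56, 1.16 and 1.97 in AP mice and -0.19, -0.42 and 0.66 in BA mice. The tables argue against a single library, since the lowest median without 1 mouse was 1.29, and against GC content or gene length, with the list at percentile 100 of lists matched on them. Microglial RNA in the AP libraries is a candidate explanation: a second list of 19 genes had a median of 1.45, with 18 higher. Of the most abundant markers, Csf1r rose from 729 ± 304 (SD, n = 3) to 1729 ± 443 (SD, n = 3) and Ctss from 192 ± 81.8 (SD, n = 3) to 716 ± 276 (SD, n = 3). Exons of Csf1r overlap those of Hmgxb3 on the opposite strand. In the second list, Lgmn rose by 0.51 and Sall1 did not rise (-0.0081). Of the 19 genes 2 are in the study's IL-12 and IL-2 lists, and 1 of the first list is a chemokine receptor. Whether more microglial RNA was sorted along or the AP mice hold more or other microglia was not tested, and a difference between the phenotypes stays open. In AV mice, against the same BA mice, 3 listed microglial genes had a median of 1.65. For 6 genes of the second list it was 1.15, with 4 higher and 2 lower. The rise is therefore not shown to be particular to AP mice.

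Astrocyte markers were higher in AV mice, with a median log2 fold change of 0.81 over 10 listed genes, 9 of them higher and 4 called over all genes and 4 when adjusted over the list alone. The list was called by camera, with an adjusted p of 0.00617 from limma, and not by fry (0.0608). The median was 0.37 without AV replicate 3 and 1.37 without AV replicate 1. Without AV replicate 3 the list was at percentile 98.6 of random lists drawn from the same mice, but 0.37 is under the SD of the scores of single mice (0.43), so with 2 AV mice a single library cannot be told apart as the cause. The tables argue against GC content or gene length, with the list at percentile 99.73 of lists matched on them. Astrocyte RNA in the AV libraries may contribute, since a second list of 19 genes had a median of 0.83. Slc1a2 rose from 7841 ± 2207 (SD, n = 3) to 34421 ± 15623 (SD, n = 2), but Glul, the most abundant marker in BA mice, was at 8669 ± 1909 (SD, n = 3) and 9871 ± 361 (SD, n = 2), so a single share of astrocyte RNA does not account for all markers. A difference between the phenotypes was not tested apart from it.

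Cytosolic ribosomal protein genes were higher in AV mice, with a median log2 fold change of 1.54 over 65 listed genes, 63 of them higher and 61 called, all of those higher, and 61 passed when adjusted over the list alone. The fry test gave an adjusted p of 0.00257 from limma, and camera with an estimated correlation between genes one of 0.220. The tables argue against a single library (lowest median without 1 mouse 1.39), against GC content or gene length (percentile 100) and against a rise shared by all strongly expressed genes, since the middle 95% of random lists matched on expression ended at 0.16. Reads shared with ribosomal protein pseudogenes cannot be told apart from it, because only 2 such pseudogenes are listed, Rpl21-ps12 with 0.39 and Rps12-ps3 with 1.60. The authors' normalization and a difference between the phenotypes stay open, as untested.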

How the results depend on the processing

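The alternatives were set before the data were examined, except those named as chosen after seeing the data. Of 1716 alternative values for 217 results, 1522 kept their direction and their side of the threshold. Where a value changed, the cause was not tested unless one is given. DESeq2 and a fit without a filter on low counts were not run, because the values are not counts.

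With a prob above 0.99, 1151 genes were called between BA and AV mice, and within the lists 23 endocannabinoid, 17 TRP, 9 IL-2 and IL-12, 7 complex I, 5 B-cell receptor map and 2 astrocyte genes, since the limit is stricter. All limits named prob are cutoffs on the limma adjusted p, not on the study's NOISeqBIO probability. With a prob above 0.90, 24 genes of the B-cell receptor map were called, and the number between BA and AP mice was 2. Without each BA mouse in turn, between 1521 and 1781 genes were called for AV mice, with fewer mice, and in the lists 25 to 31 endocannabinoid, 17 to 21 TRP, 11 to 14 IL-2 and IL-12, 7 to 9 complex I, 2 to 3 astrocyte and 7 B-cell receptor map genes. For AP mice, leaving out a mouse gave from 0 to 15 genes, the 15 without AP replicate 1. The filter for a mean of at least 10 in both groups gave 0 genes, with 790 at an unadjusted p under 0.05.

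With the replicate block, 970 genes were called between BA and AV mice and 0 between BA and AP mice, where 1060 had an unadjusted p under 0.05. In the lists this gave 17 endocannabinoid, 11 TRP, 8 IL-2 and IL-12, 5 complex I, 5 complex IV, 5 oligodendrocyte, 4 B-cell receptor map and 2 astrocyte genes. The mice share only a number: deviations of same-numbered mice correlated with -0.060 and -0.039 in BA vs AV and with 0.020, 0.12 and 0.081 in BA vs AP.

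Of the settings chosen after seeing the data, cutoffs on the NOISeqBIO statistic gave 5424 genes for AV mice. For AP mice a variance prior with a trend gave 10 genes, a pseudocount of 0 gave 2, one of 10 gave 0 (966 at an unadjusted p under 0.05) and removing the offset of 2 gave 2. Genes shared by the comparisons were 355 at an unadjusted p under 0.05 in both and 590 when as many genes as the study called were ranked by the NOISeqBIO statistic.

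Against random lists not matched on expression, the B-cell receptor map in AV mice was at percentile 95.4. With a pseudocount of 10 on the group means the complex I median in AV mice was 0.69. In AP mice the IL-2 median turned from negative to 0.031 with a pseudocount of 1 on the group means, 0.027 with one of 10 and 0.021 after centring. Ppara turned to -0.015 and -0.0097 with the pseudocounts of 1 and 10.

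With each mouse left out in turn, the medians in AV mice ranged from 0.0031 to 0.40 for the B-cell receptor map, 0.11 to 0.40 for IL-2 and IL-12, 0.37 to 1.37 for astrocyte, 0.68 to 0.83 for complex I, 1.09 to 1.41 for complex IV, 0.95 to 1.14 for endocannabinoid, -2.18 to -1.46 for oligodendrocyte and -0.11 to 0.54 for oligodendrocyte precursor genes. Faah ranged from -1.03 to -0.40, Napepld from -0.98 to -0.33 and Mgll from 1.31 to 1.90. The lowest B-cell receptor, IL and astrocyte values were those without AV replicate 3.

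The ranges in AP mice were 0.094 to 0.18 for the B-cell receptor map, -0.061 to 0.020 for the TRP list, -0.24 to 0.013 for TRP channels, -0.027 to 0.80 for astrocyte genes and -0.027 to 0.74 for their second list, -0.011 to 0.22 for complex II, -0.0027 to 0.26 for endocannabinoid enzymes and receptors, -0.38 to 0.037 for olfactory receptors, -0.13 to 0.17 for oligodendrocyte precursor genes, 0.57 to 3.55 for pyramidal neuron genes and -0.12 to 0.075 for calcium channel subunits. For genes they were -0.0098 to 0.27 for Mapk3, -0.14 to 0.46 for Mgll, -0.045 to 0.23 for Napepld, -0.32 to 0.26 for Ppara and -0.34 to 0.19 for Trpv2. Many signs turned without AP replicate 2.

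Of 51 single genes outside the enzymes, 8 were weaker, 3 stronger, 21 moved and 3 reversed under at least 1 setting, and of 49 other lists 21 moved and 9 reversed. Simulated log2 changes of 1 in 200 genes were not recovered in either design, which limits what calls can show for such changes in AP mice. Of the 2934 genes called between BA and AV mice, 2323 had an absolute log2 fold change of at least 1. Smaller changes were therefore called in that comparison.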

Differences from the paper's values

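The paper reports 5480 differentially expressed genes between BA and AV mice, 2630 higher and 2850 lower. The counts here were 2934, 1338 and 1596. Of the alternatives set before the data were examined, a prob above 0.90 came within 1.5 times of the paper's counts, with 4009, 1866 and 2143, and none of the others did. Cutoffs on the NOISeqBIO statistic, chosen after seeing the values, gave 5424 genes. They were set at the statistics of genes the study called, so they include these genes by construction, Faah, Napepld, Daglb and Mapk3 among them. Also chosen after seeing the values, a variance prior with a trend gave 3431 genes, and a pseudocount of 10 gave 3308.

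Between BA and AP mice the paper reports 886 genes, 531 higher and 355 lower. The counts here were 1, 0 and 1, and 918 genes had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, the largest count being 15 without AP replicate 1.

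The paper reports 68 differentially expressed genes of retrograde endocannabinoid signaling in AV mice. Here 40 of the 67 genes listed in Supplementary Table S1 were called. With a prob above 0.90 the count was 50, within 1.5 times of the paper's, and none of the others set before the data were examined came as near. The cutoffs on the NOISeqBIO statistic, chosen after seeing the values, hold all 67 by construction.

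The paper states that Faah and Napepld were lower in AV mice. Their log2 fold changes were -0.71 and -0.66, with adjusted p of 0.0855 and 0.153 from limma, over the alternatives between 0.0690 and 0.212 for Faah and between 0.127 and 0.346 for Napepld. At a prob above 0.90, here a cutoff on the limma adjusted p, Faah is called and Napepld is not. By the study's own NOISeqBIO probability the paper called both. The paper states that the DAAG genes were higher, read here as Dagla and Daglb, the genes of the lipases that make 2-arachidonoylglycerol. Dagla was called, but Daglb, with 0.48 and an adjusted p of 0.215 from limma, was not, over the alternatives between 0.164 and 0.454. Mapk3, which the paper counts among the differentially expressed genes, had an adjusted p of 0.0897 from limma. It is called at a prob above 0.90, and with a variance prior that follows mean expression, chosen after seeing the values, at 0.029. The paper names genes of tumor necrosis factor, interleukin-2 and interleukin-12 among those that differ in AV mice, and Tnf, Il2, Il12a and Il12b are not listed in the table.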

Other observations

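The tests by splits on calls, on the spread of the BA mice, a library-wide factor, the shared BA mice, lymphocyte genes, the genes next to the B-cell receptor, for olfactory genes on coverage and weak expression, and the use of complex IV alone for the respiratory chain, were chosen only after the result was seen.

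Of the 10 splits of the 5 libraries of BA vs AV, 1 gave as many calls, the real one, and the others gave 0, with between 74 and 605 genes at an unadjusted p under 0.05. A design with 10 splits cannot give a share under 0.1, so a chance split cannot be told apart by this count. For BA vs AP 1 of 10 splits gave as many calls. At an unadjusted p under 0.05 the real split gave 918 genes and the split of BA replicates 1 and 2 with AP replicate 1 gave 945. By the rank cutoffs of the NOISeqBIO statistic, 2 of 10 splits reached 886 genes, the second being the same split, with 943. For BA vs AV the same kind of cutoffs gave 5480 genes in the real split and between 244 and 3338 in the others, the highest of these where 2 BA mice were set against the other 3 libraries. Of the 886 genes ranked highest in BA vs AP, 451 had an unadjusted p under 0.05 and 262 an absolute log2 ratio of means under 0.5. A spread narrowed by the authors' correction cannot be told apart as the cause of the AV calls. In number, 2853 remained with every spread widened to that of the BA mice in the other table, but the BA spreads hardly differ (median ratio 0.988), and the spread of the AV mice has no second table to set it against. Nor can a library-wide factor be told apart by the direction of the calls, 45.6% of which were higher, because normalization fixes that balance. Simulated groups that share the BA mice reached a correlation of at most 0.444 between the comparisons, under the observed one. The simulation drew each gene independently, but genes can vary together, with an estimated correlation of 0.73 in the second astrocyte list of BA vs AV. It therefore cannot tell whether sharing the BA mice is the whole cause. A difference between the phenotypes stays open.

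AP replicate 1 differed from the other AP mice. Its score for 3 pyramidal neuron genes was 0.015, against 2.64 and 4.18 in AP replicates 2 and 3, and the list's median was 1.86. For the 12 listed genes of the second neuron list the median was 0.69, with scores of -0.33, 0.91 and 1.60. In AV mice 11 genes of that list had a median of 2.24, and 10 were called. Ncdn, one of its most abundant genes, was at 411 ± 75.4 (SD, n = 3) in BA mice and 1088 ± 117 (SD, n = 2) in AV mice. No explanation was tested.

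Oligodendrocyte markers were lower in AV mice, with a median log2 fold change of -1.80 over 11 genes, all lower and 9 called. Leaving out AV replicate 1 or 3 kept the direction. The tables argue against GC content or gene length, with the list at percentile 0.005 of matched lists. A larger share of sorted neurons in the AV libraries would lower other cell types alike, and the second astrocyte list rose by 0.83, which argues against it as the whole cause. Less oligodendrocyte RNA in the AV libraries may contribute, since a second list of 17 genes had a median of -1.95. Of its abundant markers, Mbp fell from 30196 ± 6324 (SD, n = 3) to 19629 ± 2642 (SD, n = 2), a log2 fold change of -0.61 (adjusted p of 0.124 from limma). Mobp, with -0.66, and Mbp fell less than the list's median, so a single share does not account for all markers. Opalin had the largest decrease of the first list, -2.40. A difference between the phenotypes was not tested apart from it.

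Olfactory and vomeronasal receptor genes were lower in AV mice, with a median of -1.63 over 124 genes, 115 lower and 85 called lower. With 8 genes of a group at the level of 3 reads set to their bound, the median was -1.60. The tables argue against GC content or gene length (percentile 0 of matched lists), against even coverage of the genome by background reads, since the 75th percentile of the value per kilobase of exon was 5.34 times the 25th, and against a fall shared by all weakly expressed genes, since the middle 95% of lists matched on expression began at -0.20. Background reads that are spread unevenly, reads shared between paralogs and the authors' normalization stay open, as untested. In AP mice the median over 182 genes was -0.15, and it was 0.037 without AP replicate 2.

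For the respiratory chain genes that are higher in AV mice, the tables argue against GC content or gene length, with complex IV at percentile 100 of matched lists. Complex I was left out of this test because 23 of its 34 listed genes are also in the study's endocannabinoid list. Its 11 other genes had a median of 0.19, but the study's choice sorts genes by their change in these mice. That median therefore does not show that the rise of complex I rests on the choice. Complex II, with 4 listed genes, had a median of 0.63. In AP mice the medians were 0.14 for complex II, 0.16 for complex III and 0.37 for complex V, and 1.26 for 4 mitochondrially encoded genes, 2 of which are also in complex IV. A difference between the phenotypes stays open. Ribosomal protein genes in AP mice had a median of 0.60 over 80 genes, none called and 27 with an unadjusted p under 0.05.

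Microglial RNA in the AP libraries was tested as a source of the immune patterns in AP mice. Within the groups, chemokine genes followed the microglial score more than random lists, at percentile 100, and the 6 genes next to the B-cell receptor did at percentile 99.77, so microglial RNA may contribute to both. For the whole B-cell receptor map the percentile was 87.9, which cannot be told apart from random lists. Lymphocyte RNA cannot be told apart either, because 1 of its markers is listed. In AP mice the IL-2 and IL-12 list had a median of 0.056 over 33 genes (0.28 for IL-12 and -0.012 for IL-2), within random lists for the joint list. The joint list was called by camera (adjusted p of 0.0314 from limma), and neither by fry (0.148) nor with an estimated correlation between genes. The IL-12 part was at percentile 99.4, above the middle 95% of random lists, which ended at 0.19, with 3 of 14 genes at an unadjusted p under 0.05 and none called. It was called by camera (adjusted p of 0.00894 from limma), and neither by fry (0.148) nor with an estimated correlation between genes, and the study chose its genes by their change in AV mice, against the same BA mice. In the joint list Irf8, with 2.03, had the largest increase, and Hdac7, of the IL-2 part, with -0.56, the largest decrease. In the IL-12 part Irak3 fell most, with -0.50. The median of 0.14 of the shared intracellular nodes was that of the whole map.

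Selection on the shared BA mice was tested for the endocannabinoid list in AP mice. Random lists matched on the AV change put the list at percentile 63.5, so this selection may account for its rise, and a difference between the phenotypes stays open.

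Other lists had these medians in AV mice. The 3 microglial genes had 1.65, with 3 called, and 6 of the second list 1.15. Tmem119 rose by 2.36. For endothelial genes it was -0.84 over 4 and 0.58 over 6 of the second list, for oligodendrocyte precursor genes 0.30 over 4, turning to -0.11 without BA replicate 3, and for 4 sex chromosome genes -0.90, with 3 called. GABA-A receptor subunits had 1.36 over 5, G protein beta and gamma subunits 0.76 over 11, of which 9 are in the endocannabinoid list, voltage-gated calcium channel alpha-1 subunits 1.40 over 6 and AMPA receptor subunits 0.18 over 3. TRP channels had -0.91 over 7, or -0.81 with 1 gene at its bound, other nodes of Figure 2 had 2.07 over 3, and endocannabinoid enzymes and receptors 0.78 over 8.

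For AP mice the medians were 0.38 over 12 astrocyte genes and 0.37 over 19 of the second list, both -0.027 without AP replicate 2. They were -0.13 over 11 oligodendrocyte genes and -0.26 over 20 of the second list, 0.034 over 5 oligodendrocyte precursor genes, 0.16 over 9 endothelial genes and 0.40 over 14 of the second list. Immediate early genes had 0.80 over 12, all higher, of which 2 are on the B-cell receptor map, and 4 had an unadjusted p under 0.05. Sex chromosome genes had -0.098 over 4 and cytokine and receptor genes 0.22 over 5. GABA-A receptor subunits had 0.62 over 5, G protein subunits 0.34 over 14, calcium channel subunits -0.040 over 5, AMPA receptor subunits 0.19 over 3 and TRP channels -0.099 over 9, with 0.013 without AP replicate 2. Other nodes of Figure 2 had 0.92 over 4, and endocannabinoid enzymes and receptors 0.099 over 11. None of these genes was called. No biological explanation was tested for these lists.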
